# Comprehensive Gene Expression Analysis of Human Embryonic Stem Cells during Differentiation into Neural Cells

**DOI:** 10.1371/journal.pone.0022856

**Published:** 2011-07-28

**Authors:** Ali Fathi, Maryam Hatami, Vahid Hajihosseini, Faranak Fattahi, Sahar Kiani, Hossein Baharvand, Ghasem Hosseini Salekdeh

## Abstract

Global gene expression analysis of human embryonic stem cells (hESCs) that differentiate into neural cells would help to further define the molecular mechanisms involved in neurogenesis in humans. We performed a comprehensive transcripteome analysis of hESC differentiation at three different stages: early neural differentiation, neural ectoderm, and differentiated neurons. We identified and validated time-dependent gene expression patterns and showed that the gene expression patterns reflect early ESC differentiation. Sets of genes are induced in primary ectodermal lineages and then in differentiated neurons, constituting consecutive waves of known and novel genes. Pathway analysis revealed dynamic expression patterns of members of several signaling pathways, including NOTCH, mTOR and Toll like receptors (TLR), during neural differentiation. An interaction network analysis revealed that the TGFβ family of genes, including LEFTY1, ID1 and ID2, are possible key players in the proliferation and maintenance of neural ectoderm. Collectively, these results enhance our understanding of the molecular dynamics underlying neural commitment and differentiation.

## Introduction

Embryonic stem cells (ESCs) are a promising tool for the study of neural development and cell lineage specification. The current lack of knowledge about cues for mammalian neuronal commitment and differentiation is at least partly due to a paucity of available model systems that permit direct observation of developmental processes. Studies of the molecular mechanisms underlying the neural differentiation of human ESCs (hESCs) can help to unravel the complex gene pathways that are involved in neural cell commitment and differentiation processes. High throughput studies of gene expression have been applied to neural stem cells (NSCs) derived from the subventricular zone (SVZ) [1], NSCs derived from mouse ESCs and the fetal brain [2], dopaminergic neurons from mouse ESCs [3], heterogeneous neural cells from mouse ESCs [4] and neural progenitors (NPs) differentiated from mouse ESCs [5] and forebrain periventricular zone NPs compared to neuroectoderm from mESCs [6]. Cytoskeletal genes, cell membrane receptor genes, and transcription factor genes are differentially expressed in most cell types. Recently, Wu et al. (2010) analyzed the transcriptome of hESCs during differentiation into the neural lineage at the early initiation, neural progenitor, and early glial-like stages [7] and found an extraordinary degree of stage-specific transcription and splicing. The diversity was highest in undifferentiated hESCs and decreased upon differentiation [7].

Previously, we described the differentiation of hESCs into NPs and neural cells with typical cellular, molecular and ultrastructural markers using a defined adherent culture protocol [8], [9]. Here we analyzed the transcriptome of hESCs during differentiation into neural cells [8] using a whole genome microarray chip. We identified differentially expressed genes that may be linked to neural fate specification, proliferation, and differentiation. Our data extend the gene expression network for neural differentiation and reveal novel aspects of transcriptional control pathways underlying the multistep process of commitment and differentiation of hESCs into neural cells.

## Materials and Methods

### Human ESC culture and sample preparation

The hESC line Royan H6 [10] was passaged and cultured under feeder-free culture conditions on Matrigel in hESC medium containing DMEM/F12 medium supplemented with 20% knock-out serum replacement, 2 mM L-glutamine, 1% nonessential amino acids, 100 units/ml penicillin and 100 µg/ml streptomycin, insulin-transferrin-selenite, (All from Invitrogen), 0.1 mM β-mercaptoethanol and 100 ng/ml basic-fibroblast growth factor (bFGF, Royan Institute). The cells were grown in 5% CO2 and 95% humidity, and they were further passaged every 7 days. For passaging, hESCs were treated with collagenase IV (0.5 mg/ml, Invitrogen): Dispase (1 mg/ml, Invitrogen) at 37°C for 5–7 min then the enzyme was removed and washed with PBS. Cells were collected by gently pipetting and replated on matrigel coated dishes and the medium changed every other day [8].

### Neural differentiation

Neural differentiation was induced as described previously [8]. Briefly, seven-day hESCs were induced to neural phenotype by 20 ng/ml bFGF, retinoic acid (RA, 2 µM, Sigma-Aldrich), Noggin (500ng/ml, R&D), Shh (50 ng/ml, R&D), and leukemia inhibitory factor (LIF, 10 ng/ml, chemicon) for two days (NI stage). Cells were incubated for an additional seven days without Noggin and SHH until neuroectodermal islands with columnar cells, known as rosette structures, appeared (NE stage). For a further week RA removed from the medium and during this time, the rosette structures changed into neural tube-like structures (NT stage). These structures were separated manually from the surrounding flat cells with a sterile pulled-glass pipette under the phase contrast microscope (10X, Olympus, CKX41). The neural tube-like structures were dissociated into single cell by 0.01% trypsin (Invitrogen)/2 mM disodium EDTA and then replated on laminin (5 µg/ml, Sigma-Aldrich) and poly L-Ornithine (15 µg/ml, Sigma-Aldrich)-coated tissue culture dishes to generate differentiated neural cells (DN stage) in neurobasal medium, supplemented with 2% N2 and 2% B27, 2.5% fetal bovine serum (All from Invitrogen), ascorbic acid (AA, Sigma-Aldrich), fibronectin (5 µg/ml, Sigma-Aldrich), laminin (1 µg/ml, Sigma-Aldrich), BDNF(20 ng/ml, R&D), GDNF(20 ng/ml, Sigma-Aldrich) and db-cAMP(1 ng/ml, Sigma-Aldrich) for up to 14 days.

### Immunofluorescence staining and flow cytometry analysis

To perform immunofluorescence staining, cells were fixed in 4% paraformaldehyde for 20 minutes, permeabilized with 0.2% Triton X-100 for 10 minutes and blocked in PBS with 10% serum of host which secondary antibody was derived in PBS for 1 hour. Cells were incubated with primary antibody for 1 hour at 37°C, washed, and incubated with fluorescein isothiocyanate (FITC)-conjugated secondary antibodies for 1 hour at 37°C. The primary antibodies used were Oct4 (1∶100, Santa Cruz Biotechnology, SC-5279) and Nanog (1∶100, Santa Cruz Biotechnology, SC-30331) for undifferentiated hESC determination and anti-Nestin, Sox1, Pax6, microtubule-associated protein monoclonal IgG (MAP2), glial fibrillary acidic protein (GFAP), serotonin, and tyrosine hydroxylase (TH) for differentiated cell determination. The complete information for and concentrations of the antibodies have been described previously [8]. The nuclei were counterstained with DAPI or propidium iodide (PI). Cells were analyzed with a fluorescence microscope (Olympus, Japan). Flow cytometry analysis for Nestin, Sox1, and Pax6 was performed as described previously [8].

### Electrophysiology analysis

Whole cell patch clamp recording method was used for functional testing of differentiated cells in 30 days post induction which cultured on cover slip. The record was carried out in the room temperature (25°C) and cell currents were recorded in voltage clamp mode. Patch electrode (Filament borosilicate glass, 1.5 mm outer diameter, HARVARD apparatus, GC150F-10) resistance brought up to 3 to 5 M.Ώ and pulled used horizontal puller (Sutter Instruments P-97 USA). Recorded signal amplified and filtered (2 KHz low-pass Bessel Filter) using Multiclamp 700B amplifier (Axon instrument, USA). Amplified signals were acquired at 10 KHz using a Digidata 1440 analog-to-digital (A/D) board and PClamp 10 software (Axon instrument, USA).

All voltage protocol will describe in result section. The signals analyzed by Clampfit10 software (Axon instrument, USA) in off-line mode. For recording cell currents the bath solution was used (mM): Nacl 160, CaCl2 2, HEPES 10, D-Glucose 10. The solution pH adjusted in 7.4 by using NaOH and osmolarity kept around 300 mOsm The pipette solution contained: CsCl2 (130 mM), MgCl2 (2 mM), TEA-Cl (20 mM), EGTA (10 mM), HEPES (10 mM), and D-Glucose (10 mM) adjusted to PH 7.2 by using KOH and osmolarity kept around 300 mOsm. Nifedipin (5 mM) had been used to block L type Ca^++^ channels that indicated and administrated via super fusion using a fast-exchange perfusion system (ALA instruments).

### Illumina bead chip hybridizations and analysis of expression data

Differentiated cells that were representative of NI (day 2), NE (day 9) and DN (day 30) and control hESCs were generated in triplicate. Total RNA was isolated using Trizol reagent (Invitrogen). Approximately 400 ng of total RNA from three biological replicates per time point served as the input to generate biotin-labeled cRNA using a linear amplification kit (Ambion, Austin, TX, United States). RNA and biotinylated cRNA concentrations were confirmed with Nanodrop ND-1000 and controlled for quality using a BioRad Experion electrophoresis station. Next, cRNA samples (750 ng) were hybridized onto Illumina Sentrix® HumanHT-12 v3 Expression Bead Chips at 58 °C overnight (19 h). Chips were scanned with the Illumina Bead Array Reader (Factor = 1, PMT = 520, Filter = 100%), and the numerical results were extracted with GenomeStudio using the Gene Expression Module v.1.0.6. Raw data were background-subtracted and normalized using the quantile normalization method (lumi software package) [11]. Normalized data were filtered for genes with significant expression levels compared to negative control beads. Selection for differentially expressed genes was performed on the basis of arbitrary thresholds for fold changes plus statistical significance according to the Illumina t-test error model (limma software) [12]. The mRNA array data in MIAME compliant and has been submitted to the NCBI Gene Expression Omnibus (GEO) database (Accession: GSE28633).

### Data analysis

All significantly expressed transcripts (P<0.05, FC≥1.5) were clustered using a hierarchical clustering method. The determination of the correct number of clusters was based on measuring the similarity of each gene to its own cluster compared to the similarity of the gene to genes in other clusters, which was measured using the average of the intracluster and intercluster distances. MATLAB software (v. 7.3) was used for clustering and correlation. Expander software (v. 5.07) [13] was used for the hierarchical clustering of transcripts overexpressed in each stage separately and cell cycle associated transcripts. Briefly, the fold changes of the expression values compared to the ESC stage were imported into the software and standardized with a mean of 0 and a variance of 1. Then, using the average linkage method, transcripts were clustered, and the expression matrix was visualized with a dendrogram.

The STRING database (version 8.1) [14] was used to construct a regulatory network of differentially expressed transcripts. Then, a regulatory sub-graph was extracted from this network by selecting edges with inhibitory or activatory regulatory interactions. The visualization of networks was performed using Cytoscape (version 2.6.3) [15].

We used BiNGO (a Cytoscape plugin) [16] to find statistically over- or underrepresented Gene Onthology (GO) categories in the biological data as a tool to enrich the analysis of the transcriptome dataset. Enrichment was determined in reference to all human Entrez GeneIDs that were annotated in the Biological Process branch (14,394 genes total). P-values were derived from a hypergeometric test followed by the Benjamini and Hochberg false discovery rate [17]. A P-value cutoff of 0.01 was used to identify significantly enriched categories. Pathway analyses were assigned with the ClueGO (v. 1.2) plugin to all of the genes using the KEGG database. A two sided hypergeometric test was used as statistical test for the probability of each gene falling into a pathway.

### Real-Time PCR

Reverse transcription of the isolated RNA was carried out using the MMLV reverse transcriptase (USB) and oligo-dT primer according to the manufacturer's instructions. Real-time PCR was carried out on an Applied Biosystems 7900 instrument in 25 µl reactions containing 12.5 µl of SYBR Green PCR mix (Applied Biosystems, Foster City, CA, United States) and each primer at 0.375 µM. All primers used for the assays were tested for specificity and amplification efficiency. The sequences of the primers used are listed in Table S1. Relative mRNA levels were calculated using the comparative CT method, as described by the manufacturer (Applied Biosystems, Foster City, CA, United States), with GAPDH as an internal control for normalization.

### Western blot analysis

For each sample, 25 µg of protein was separated by 12% SDS-PAGE (120 V for 1 h) using a Mini-PROTEAN 3 electrophoresis cell (Bio-Rad), and the proteins were transferred to a PVDF membrane (Amersham) using a semi-dry blotting method (Bio-Rad) and Dunn carbonate transfer buffer (10 mM NaCHO_3_, 3 mM Na_2_CO_3_, 20% methanol). Membranes were blocked for 1.5 h using Western Blocker solution (Sigma, W0138) and then incubated overnight at 4°C with the respective primary monoclonal antibodies, mouse anti-TH (Sigma, 1∶10,000), rabbit anti-OTX2 (Abcam, 1 ug/ml) or mouse anti-Nestin (Chemicon, 1∶1,000). Membranes were then incubated with peroxidase-conjugated secondary antibodies, anti-mouse IgG (1∶5,000, Sigma, A9044) or anti-rabbit IgG (1∶10,000, Sigma, A2074), for 2 hr at room temperature. Finally, the blots were visualized using ECL detection reagents (Sigma, CPS-1-120). Subsequently, the films were scanned with a densitometer (GS-800, Bio-Rad). To insure that a uniform amount of protein was loaded onto the gels, the membranes were stained for total protein with Fast Green (FCF, Sigma-Aldrich, F7252).

## Results and Discussion

### Differentiation of hESCs into neural cells

The morphology of feeder-free adhesive hESCs was compact cells with a high nucleus:cytoplasm ratio, resulting in cells with clear borders (Fig. 1A); they had a typical morphology and the key pluripotency markers OCT4 and NANOG (Fig. 1B, 1C). The hESCs were differentiated into NEs by Noggin and RA-mediated induction [8], which led to the appearance of rosettes with columnar cells (Fig. 1D) and NT formation. The differentiated cells, 9 days after induction (NE stage), expressed Nestin (Fig. 1E) (83.7±4.9%), Sox1 (Fig. 1F) (46.4±3.3) and Pax6 (Fig. 1G) (50.6±9.5%) (flowcytometry data Fig. 1H), which are neuroectodermal markers expressed during neural plate and NT formation [18]. We isolated hESC-generated NTs with a pipette (Fig. 1I). After dissociation, the cells were replated onto laminin/poly-L-ornithine-coated plates. Neural cell maturation was promoted by bFGF withdrawal and the addition of ascorbic acid, BDNF, GDNF, and cAMP (Fig. 1J). Within a few days, numerous processes grew, and neuronal migration began (Fig. 1K). The differentiated cells expressed neural markers (MAP2, GFAP, serotonin, and TH) that were detected by immunofluorescence staining (Fig. 1L-O). Quantification of the markers was performed as described previously [8]. To determine the functionality of the hESC-derived neurons we studied their electrophysiological properties (Fig. 2). In voltage clamp mode we evaluated voltage-activated ionic currents after plating. Voltage steps (25 ms duration) from a holding potential of −70 mV to a range of test potentials between −90 and +100 mV (10 mV increments) demonstrated inward currents (Fig. 2A). Inward currents that inactivated rapidly and were sensitive to Nifedipine, an L type Ca^++^ blocker (5 mM, student *t* test, P<0.001, n = 30) (Fig. 2B, 2C)

**Figure 1:**
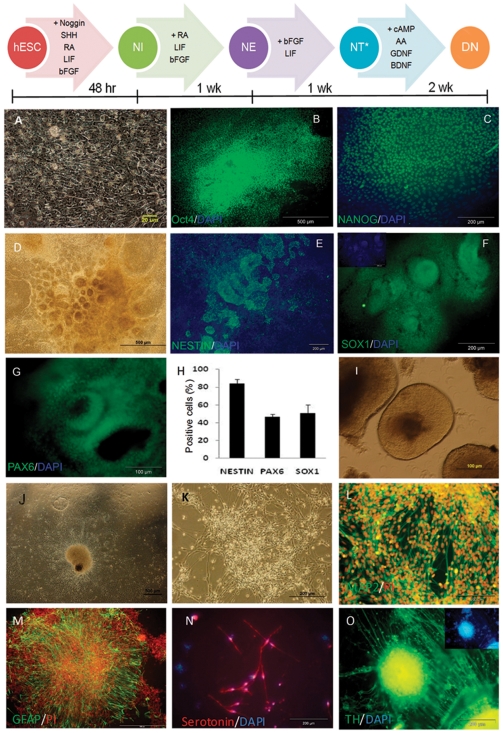
Characterization of undifferentiated and differentiated hESCs toward neural phenotype. Schematic representation of neural differentiation procedure and stages NI, NE, NT and DN in the upper panel. (A) Phase contrast photomicrographs of a colony of hESCs grown under feeder-free conditions. The cells show a high ratio of nucleus to cytoplasm and a compact morphology with clear borders. Immunofluorescence analysis of key hESC markers, including OCT4 (B) and NANOG (C) expression, in hESCs. The hESCs were induced to differentiate into neural ectoderm by RA, SHH, Noggin and LIF, and the differentiating cells, after 9 days of treatment with extrinsic factors, changed their morphology and formed rosette type structures (D). Immunostaining for the neural markers Nestin (E), SOX1 (F) and Pax6 (G) and flowcytometry results for neural progenitor's marker genes (H) revealed the differentiation of hESCs toward neural cells. Further differentiation of rosette cells in the absence of Noggin, Shh, and RA for an additional week resulted in NT formation. NTs were then dissected manually (I) and, after dissociation, were replated onto laminin/poly-L-ornithine-coated dishes (J) for an additional two weeks in neurobasal medium supplemented with N2 and BDNF, GDNF, AA and cAMP to form a pool of matured neural cells (K). Immunostaining was performed and indicated the presence of differentiated neurons (L), astrocytes (M), serotonergic neurons (N) and dopaminergic neurons (O). Nucleuses are stained with DAPI and PI (propidium iodide). RA: Retinoic acid, Shh: Sonic hedgehog, LIF: Leukemia inhibitory factor, BDNF: brain derived neurotrophic factor, GDNF: Glial derived neurotrophic factor, AA: Ascorbic acid, NI: Neural induction, NE: Neural ectoderm, NT: Neural-like tube, DN: Differentiated neural cells.

**Figure 2:**
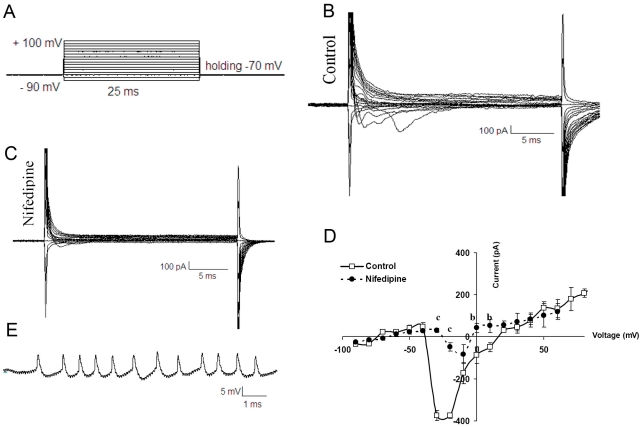
Inward currents recording in the differentiated neurons on two and four weeks after plating at DN stage. The electrophysiological protocol used for eliciting currents was as follows: voltage steps (25 ms duration) from a holding potential of -70 mV to a range of test potentials between -90 and +100 mV (10 mV increments) (A). Representative current tracing recorded from differentiated neurons before and after blocked by Nifidipine demonstrating the presence of Ca^++^ currents in these cells (B and C). I-V relationships for inward currents are shown (D). Action potential- like recordings in the differentiated neurons (E). b: P<0.01, c: P<0.001.

Current-voltage relationships showed that inward currents activated near −40 mV and peaked at −10 mV in matured cell two weeks after platting. (Fig. 2D) (n = 30).

The excitability of hESCs-derived neurons was assayed by whole cell patch clamping in the current clamp mode. Action potentials like responces were recorded after plating in 60% of matured cells (Fig. 2E).

### cDNA microarray analysis of hESC-derived neural cells

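RNA from the hESC line Royan H6 was measured on Illumina HumanHT-12 v3 arrays, which hold 48796 gene probes, with 3 arrays for hESCs and 3 for each of the NI, NE and DN stages. NI cells were taken at day 2, after bFGF at 20 ng/ml, retinoic acid (RA) at 2 μM, Noggin at 500 ng/ml, Shh at 50 ng/ml and LIF at 10 ng/ml. NE cells were taken at day 9, after further culture without Noggin and Shh, and DN cells at day 30, after RA had been removed and neural tubes had been picked and replated. For each array, 400 ng of total RNA was labelled and 750 ng of cRNA was hybridized. The values used here were the probe signals and detection p-values as scanned, with no background correction or scaling. A detection p under 0.01 was reached by 16350 to 16736 probes (median 16531) per hESC array, 15277 to 16913 probes (median 16372) at NI, 15448 to 15870 probes (median 15471) at NE and 15213 to 16815 probes (median 15888) at DN. Signals were corrected for background with the normal-exponential model of limma's neqc, set on the log2 scale with an offset of 16 and quantile normalized. The 16946 probes with a detection p under 0.01 in every array of at least 1 stage were tested with limma's moderated model over all 12 arrays, and a probe was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5. For a gene with several tested probes, the probe with the highest mean was used, which gave 11336 genes. Gene lists were written before the data were examined and tested against all other genes with camera at a preset correlation of 0.01, and the p-values were adjusted over the 68 lists in each comparison. Levels are means of 3 arrays with SD, and changes are in log2 units against hESCs unless another stage is named. Where a gene was not detected on any array of 1 of the stages compared, only a bound is given, and "at least" then means against the mean over that stage's arrays of the lowest log2 value at which any probe was detected on the array, or of the probe's own value where that is higher. Lists of genes that the paper names were chosen by the study on these samples, so counts adjusted over such a list are not independent evidence. At NI, 4 of the 10 possible splits of the 6 arrays, the real one included, called at least as many lists as the real one at the preset correlation. The same held at NE, so list calls at these stages are weak evidence where the estimated correlation does not give them too. At DN only the real split called as many, 34 lists against 21 in the highest other split. A share of 1 in 10 cannot fall under 0.05, and with an estimated correlation 1 list was called at DN. List calls at DN therefore also rest on the preset correlation. The other splits were not run with the estimated correlation. The number of arrays, 3 per stage, limits the precision of every value.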

Three independent biological replicates of undifferentiated hESCs and cells from the NI, NE and DN stages were analyzed using whole genome microarray technology. As a first level of quality control, the transcriptional profiles of all replicate samples were assessed for biological reproducibility (Figure S1). 

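In hESC replicate 3, a list of forebrain and midbrain genes was raised, with a median of 1.38 log2 units over hESC replicates 1 and 2. LHX2 stood 3.41 log2 units above the mean of hESC replicates 1 and 2, and for CD44, an adhesion receptor, the difference was -2.66. In DN replicate 3, 15 of the 16 measured fibroblast and matrix genes lay above both DN replicates 1 and 2. COL3A1 stood 3.19 above the mean of DN replicates 1 and 2 and the smooth muscle actin ACTG2 3.16. LHX2, CD44, COL3A1 and ACTG2 were chosen after their values were seen. Over the 16946 tested probes, the correlation was 0.992 between hESC replicates 1 and 2, but 0.964 and 0.966 between these and replicate 3, which correlated at 0.970, 0.969 and 0.959 with NI replicates 1, 2 and 3. DN replicates 1 and 2 correlated at 0.990 and DN replicate 3 with them at 0.970 and 0.969. The NI pairs ranged from 0.979 to 0.986 and the NE pairs from 0.977 to 0.984. These are correlations across probes, which are not independent replicates. In a principal component analysis, the first component carried 62.4% of the variance and parted the DN arrays from all others, and the next carried 15.5%. On that next component hESC replicate 3 lay at 35.2, beside hESC replicates 1 and 2 at 33.6 and 33.7 and apart from the NI arrays at 3.89 to 13.2. On the third, with 5.5% of the variance, it lay at 22.3, nearer the NI arrays (14.6 to 21.7) than hESC replicates 1 and 2 (-33.8 and -31.8), and on the fourth at -30.8, apart from the NI arrays (10.4 to 19.1) and beside DN replicate 3 (-28.9).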

All triplicate mRNA samples clustered together. Real time PCR was carried out to confirm the expression levels of genes selected from four different groups: (i) pluripotency markers, such as OCT4, SOX2, ALP, and NANOG (ii) genes that were upregulated during neural induction (e.g., Nestin, SOX1, PAX6), (iii) neural rosette cells (e.g., FOXA2), and (iv) genes that were upregulated in differentiated neurons (e.g., HOXA5, HOXB5, HOXA2, and TH). In 13 of 14 reactions, microarray-derived differential expression was confirmed at a confidence level of 92%. For one gene, ACTB, the background mRNA expression at maturation, detected by microarray, could not be confirmed by real time PCR (Fig. 3). For confirmation of the Nestin as a neural progenitor marker and Tyrosine hydroxylase (TH) as a transcript that was highly expressed in the differentiated neurons, protein expression level of Nestin and TH were analyzed by western blotting and results revealed that differences in mRNA levels actually reflect differences in protein expression in both cases (Figure S2).

**Figure 3:**
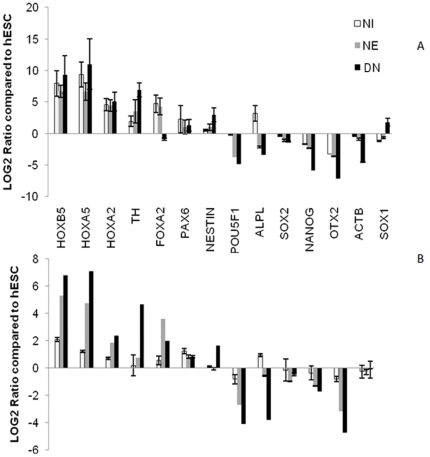
Confirmation of array data with quantitative real time RT-PCR for transcripts that were changed during differentiation. Real time PCR data (A) for stem cells specific transcripts (POU5F1, SOX2, ALPL and NANOG) that were down regulated during neural differentiation compared with array data (B). The expression of neural progenitor specific transcripts (FOXA2, Nestin and PAX6) and maturation markers (TH, HOXB5, HOXA5 and HOXA2) also compared. In all of the above transcripts, real time RT-PCR data confirmed the array results, just in the case of ACTB gene, that has a background expression in differentiated neurons in the array data, the real time data revealed that ACTB was down regulated in the neural differentiation. SOX1 expression also was not significantly changed in array (data was not shown) but has a background expression in differentiated neurons in the real time PCR data. Expression data were analyzed with the ΔΔCT method.

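POU5F1, the pluripotency factor OCT4, fell by 3.33 on the log2 scale (standard error 0.34, adjusted p = 1.9e-05) from 10.61 ± 0.70 in hESCs, and at DN it was not detected on any array, at least 36.6-fold lower (adjusted p = 1.3e-08). NANOG, its partner in self-renewal, fell by 2.71 (standard error 0.29, adjusted p = 3.1e-05) at NE and was at least 5.63-fold lower (adjusted p = 5.6e-07) at DN. At NI neither passed the test, at -0.88 for POU5F1 (adjusted p = 0.27) and -0.55 for NANOG (adjusted p = 0.46). ALPL, the alkaline phosphatase of undifferentiated cells, had a level of 12.18 ± 0.18 at NE, where it missed the test (log2 fold change -0.55, standard error 0.45, adjusted p = 0.43), and fell by 4.06 (standard error 0.45, adjusted p = 6.6e-06) at DN, where its level was 8.67 ± 1.30. SOX2, which pluripotent and neural progenitor cells share, fell by 0.98 (standard error 0.21, adjusted p = 0.0061) at NE but had a log2 fold change of -0.47 at DN (adjusted p = 0.085). POU5F1 passed the test at NI without hESC replicate 3 (adjusted p = 0.029). Another tested SOX2 probe passed the test at DN, at -0.62 (adjusted p = 0.021).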

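HOXB5, a HOX gene of the hindbrain and spinal cord, rose at every stage, from 6.00 ± 0.25 in hESCs to 13.93 ± 0.18 at DN, with log2 fold changes of 3.23 at NI (adjusted p = 0.0018), 6.56 at NE (adjusted p = 8.7e-07) and 7.93 at DN (adjusted p = 2.2e-08). HOXA2, which patterns the hindbrain, rose by 1.95, 3.55 and 4.10 on the log2 scale at the same stages (adjusted p = 0.00013, 1.1e-07 and 5.7e-09). TH, the first enzyme of dopamine synthesis, rose by 5.43 on the log2 scale (standard error 0.30, adjusted p = 1.3e-08) at DN and rose by 1.21 (standard error 0.30, adjusted p = 0.013) at NE. FOXA2, a factor of floor plate and endoderm, rose by 4.12 (standard error 0.41, adjusted p = 1.4e-05) at NE and stayed 2.42 above hESCs at DN (adjusted p = 0.00023). PAX6, an early neuroectoderm factor, rose by 1.65 (standard error 0.37, adjusted p = 0.031) at NI and had log2 fold changes of 1.16 at NE (adjusted p = 0.043) and 1.12 at DN (adjusted p = 0.021). NES, the intermediate filament nestin, rose by 1.66 (standard error 0.20, adjusted p = 1.3e-05) at DN and missed the test at NE (log2 fold change -0.07, standard error 0.20, adjusted p = 0.84). Among 12 measured genes of the real time PCR comparison, which go in both directions, 6 were higher and 4 lower at DN (the same counts when adjusted over the list alone). The set did not pass the test against other genes (adjusted p = 0.52 with camera). TH lost its call at NE without hESC replicate 1 (adjusted p = 0.052). PAX6 lost its call at NI without hESC replicate 1 or 2, or NI replicate 1 or 2 (adjusted p from 0.10 to 0.15) and at NE without hESC replicate 1 or 2, NI replicate 2, NE replicate 1, 2 or 3, or DN replicate 1 or 2 (adjusted p from 0.054 to 0.18) and at DN without hESC replicate 1 or 2, or DN replicate 1 or 2 (adjusted p from 0.057 to 0.11).

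**Figure D1:**
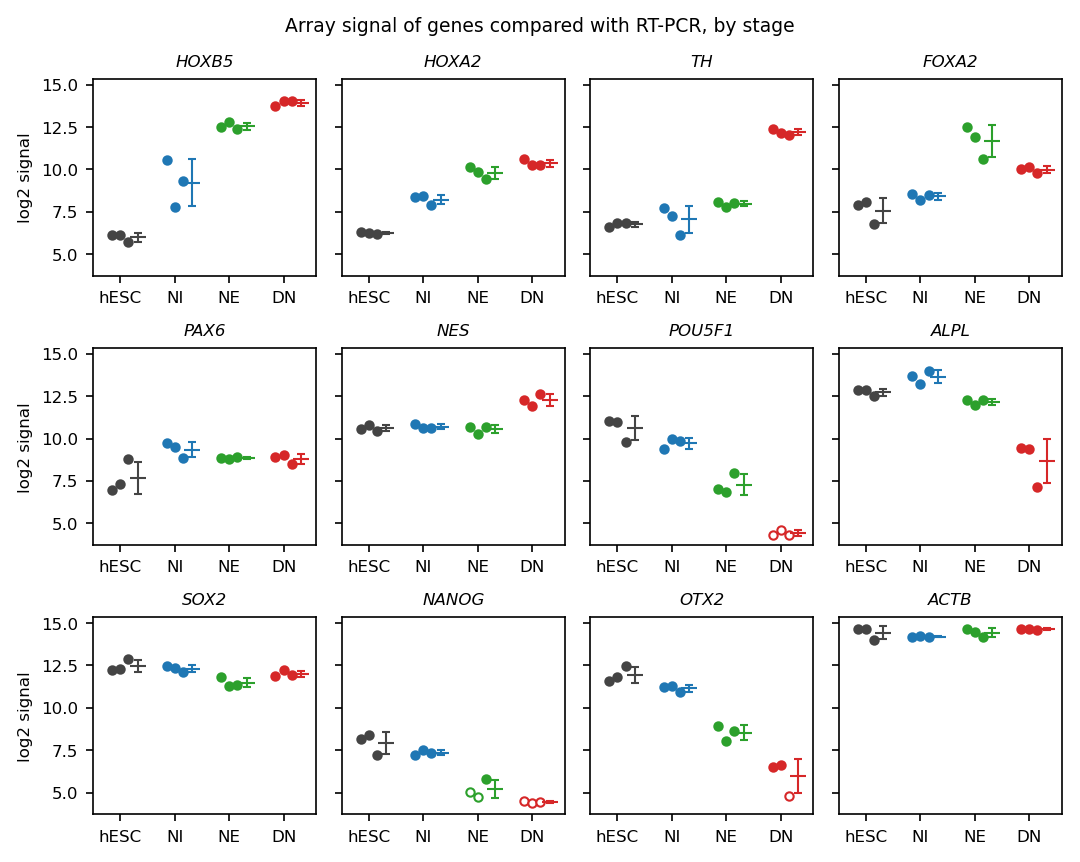
Log2 signal of 12 genes on each array by stage, with 3 arrays per stage. Filled dots are detected at p under 0.01, open dots are not, and bars are the mean ± SD; HOXB5 is at 13.93 ± 0.18 at DN and POU5F1 is detected on no DN array.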

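SOX1, a transcription factor of the neural plate, was not detected on any of the 12 arrays and was not tested; its log2 signal was 4.48 ± 0.02 in hESCs, 4.50 ± 0.06 at NI, 4.61 ± 0.19 at NE and 4.70 ± 0.12 at DN. ACTB, the cytoplasmic actin used as a reference gene, was among the strongest signals at every stage, at 14.44 ± 0.37 in hESCs and 14.64 ± 0.06 at DN (log2 fold change 0.20, standard error 0.19, adjusted p = 0.42). HOXA5 could not be examined, because no probe carries its name in the annotation used here. ACTB at DN has another tested probe that differs in call or direction.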

### Distinct classes of transcripts are differentially expressed during neural differentiation

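HOXC4, a HOX gene that marks the hindbrain and spinal cord, was among the largest rises of the later stages, at least 67.8-fold higher (adjusted p = 2.2e-09) at DN, and LIN28A, an RNA-binding protein of undifferentiated cells, among the largest falls, at least 212-fold lower (adjusted p = 5.1e-12). Of the 16946 probes tested, 8637 differed from hESCs in at least 1 of the NI, NE and DN stages in limma's test, at an adjusted p under 0.05 and a fold change of at least 1.5. This number lay between 7939 and 9071 when 1 array was left out in turn. At every stage, 80 of these probes were higher than in hESCs and 41 were lower.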

An analysis of transcriptome dynamics during differentiation revealed that 5955 transcripts were modulated during differentiation in at least one stage compared with hESCs (Table S2). As expected, the numbers of modulated genes increased during the differentiation of hESCs to MNs. While 505 and 1785 transcripts showed differential expression patterns in NIs and NEs, respectively, compared with hESCs, 5134 transcripts were modulated in MNs compared with hESCs (Fig. 4). 

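CA4, a carbonic anhydrase, and the retinoic acid receptor RARB were among the largest rises at NI. CA4 rose by 4.75 on the log2 scale (standard error 0.48, adjusted p = 8.7e-05), and RARB rose by 3.35 (adjusted p = 2.1e-06). MMP1, a collagenase, fell by 2.70 (standard error 0.26, adjusted p = 7.9e-05) at NI, and the metal-binding MT1G fell by 2.34 (standard error 0.39, adjusted p = 0.0046). At NE, CLDN8, a tight junction protein, was at least 23.6-fold higher (adjusted p = 1.3e-09) and the von Willebrand factor gene VWF fell by 3.82 (standard error 0.19, adjusted p = 3.0e-08). At DN, NSG2, a protein of neuronal endosomes, was at least 58.9-fold higher (adjusted p = 1.6e-08), and the receptor EPHA1 was at least 42.0-fold lower (adjusted p = 4.7e-10). In all, 304 probes were higher and 78 lower at NI than in hESCs, 1444 higher and 1405 lower at NE, and 3637 higher and 3958 lower at DN. Of the 304 probes higher at NI, 195 were also higher and 5 lower at NE, and 95 were also higher and 99 lower at DN. Log2 fold changes over all tested probes correlated at 0.552 between NI and NE, 0.0786 between NI and DN and 0.387 between NE and DN, where simulated arrays without any change gave 0.500, 0.497 and 0.500, because the comparisons share the hESC arrays. The covariances of these pairs were 0.145, 0.0354 and 0.288, against 0.0281, 0.0280 and 0.0281 in the simulation. All arrays were simulated as independent. Deviations that NI and NE arrays of the same number share (correlations of 0.203, 0.309 and 0.178) are left out and could raise the no-change value of that pair. Over all tested genes, called or not, every array of the later stage lay on 1 side of every hESC array for 19.1% at NI, 36.9% at NE and 57.9% at DN, and chance gives 10%. The NI counts depended on single arrays, with 191 higher and 31 lower without hESC replicate 1, 182 and 29 without hESC replicate 2, 524 and 339 without hESC replicate 3, and 190 and 38 without NI replicate 3. Only 41 were lower without NI replicate 1 and 45 without NI replicate 2. With an ordinary t-test per probe, adjusted by Benjamini-Hochberg, only 3 probes were higher and 1 lower at NI, so nearly every NI call given here is lost under that test. This plain test has neither limma's moderation nor the Illumina error model that the paper names.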

While most (73%) of the modulated genes in NIs were up-regulated, only 48% (2,505) of regulated genes in the MNs were up-regulated. 

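At NI the changes were mostly rises: LAMP5, a membrane protein of neurons, rose by 3.55 on the log2 scale (standard error 0.30, adjusted p = 2.0e-05), and the HOX gene HOXD1 was at least 5.39-fold higher (adjusted p = 1.7e-06). Of the 382 probes changed at NI, 79.6% were higher, against 50.7% of 2849 at NE and 47.9% of 7595 at DN. The share at NI was 60.7% without hESC replicate 3, when more probes were lower, 57.0% with weights for array quality and 62.9% at unadjusted p-values. It was 86.0% without hESC replicate 1 and 86.3% without hESC replicate 2. With hESC replicates 1 and 2, and DN replicates 1 and 2, averaged, a setting chosen after seeing the data, it was 90.9%.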

The minimum correlation of the expression patterns between stages was between the hESC and NI stages and between the NI and MN stages (rNI/MN = 0.68, rhESC/MN = 0.7) (Figure S1).

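NSG2, a gene of neurons, set DN apart from the other stages, at 11.17 ± 0.29 against 5.65 ± 0.95 at NE and 4.90 ± 0.23 in hESCs. Across the 8637 changed probes, the correlation of the stage means was 0.970 between hESC and NI, 0.908 between hESC and NE, and 0.708 between hESC and DN. It was 0.938 between NI and NE, 0.695 between NI and DN and 0.751 between NE and DN. Over all 16946 tested probes, the same pairs of stages correlated at 0.982, 0.951, 0.856, 0.966, 0.846 and 0.872.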

**Figure 4:**
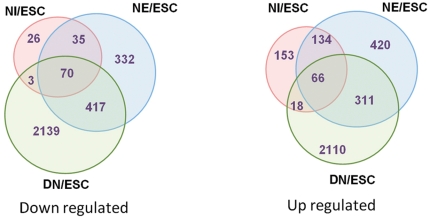
The diagram represents up- and down-regulated genes at different stages compared with hESCs. Significantly expressed transcripts (P<0.05, FC≥1.5) used as an input transcripts for clustering. The number of differentially expressed genes increased as differentiation progressed.

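MAP4, a microtubule protein, exemplifies the genes highest at DN, with a level of 11.42 ± 0.12 there and 4.72 ± 0.25 in hESCs. OSR1, a factor of mesoderm and kidney, peaked at NE (9.73 ± 0.19 against 4.68 ± 0.06 at DN), and EPHA1 and LIN28A were high in hESCs, NI and NE and low at DN. A probe was assigned to a pattern when every comparison that the pattern needs had the right direction and an adjusted p under 0.05 in limma's test. No fold threshold was set for these patterns. By this rule, 2723 probes were highest at DN, 334 at NE, 84 at NI and 44 in hESCs, while 402 were higher in both hESCs and NI than in NE and DN. At DN, 2781 probes were lower than at each other stage. These groups come from tests between stages, not from clustering.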

The 5955 differentially expressed transcripts were categorized into five expression groups (Fig. 5), including (A) 2589 transcripts that were up-regulated in DNs compared to other stages, (B) 747 transcripts that were up-regulated in NEs, (C) 346 transcripts that were up-regulated in hESCs and NIs compared with NEs and DNs (D) 95 transcripts that were up-regulated in NIs compared to other stages, and (E) 2520 transcripts that were down-regulated in differentiated neurons (Table S2).

**Figure 5:**
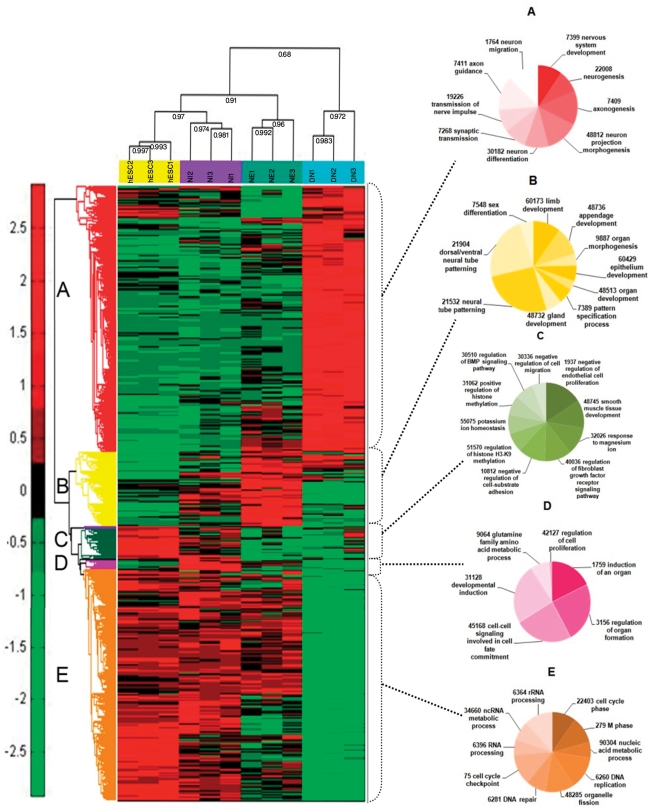
Hierarchical clustering of 5955 differentially expressed genes was performed using the mean signal intensity for each replicate. Three biological replicates of hESCs and differentiated cells at the NI, NE, and DN stages were compared and showed show high intraclass correlations compared with interclass correlations. Five distinct clusters were distinguishable based on the expression patterns of the different cell types. The differentially expressed transcripts were clustered into five expression groups, including (A) 2576 genes that were upregulated in DNs compared to other stages; (B) 720 genes that were upregulated in NEs; (C) 326 genes that were upregulated in hESCs and NIs compared with NEs and DNs; (D) 98 genes that were upregulated in Nis compared to the other stages; and (E) 2234 genes that were mainly down-regulated in differentiated neurons (Table S2).

We performed a GO analysis of differentially expressed genes in different clusters using BINGO (v. 2.3) software; the hypergeometric test and the Benjamini and Hochberg false discovery rate (FDR) were used for statistical tests and multiple testing corrections, respectively. According to the expression patterns in the preliminary results, transcripts were categorized in two main clusters, first cluster contains transcripts that were up regulated in neural differentiation and second cluster contains undifferentiated associated transcripts, transcripts involved in neurogenesis, axonogenesis and gliogenesis were over represented in first class while cell cycle, DNA replication and repair, Mitosis and cell proliferation processes were over represented in undifferentiated cluster (Table S3).

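BUB1, a mitotic checkpoint kinase, fell by 2.64 on the log2 scale (standard error 0.27, adjusted p = 2.8e-06) at DN, and PRIM1, the DNA primase subunit, fell by 2.22 (standard error 0.19, adjusted p = 7.3e-07). Among genes of neurons, NEFL, the light neurofilament, rose by 4.27 (standard error 0.20, adjusted p = 3.0e-09) at DN, and L1CAM, an axonal adhesion molecule, rose by 2.43 (standard error 0.31, adjusted p = 2.2e-05). Of the 28 measured G2/M genes, 28 were lower at DN (the same counts when adjusted over the list alone), and as a set they ranked below other genes (adjusted p = 2.6e-11 with camera, adjusted p = 0.24 with an estimated correlation). At DN, 23 were lower among the 24 measured S phase genes (24 lower when adjusted over the list alone). Together they ranked below other genes (adjusted p = 5.1e-09 with camera, adjusted p = 0.25 with an estimated correlation). The 20 measured neural progenitor genes as a set ranked above other genes (adjusted p = 0.0039 with camera, adjusted p = 0.44 with an estimated correlation) at DN, where 13 were higher and 1 lower (the same counts when adjusted over the list alone). The S phase list passed the test at NI without hESC replicate 3 (adjusted p = 0.0082) and at NE without hESC replicate 3 (adjusted p = 0.031).

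**Figure D2:**
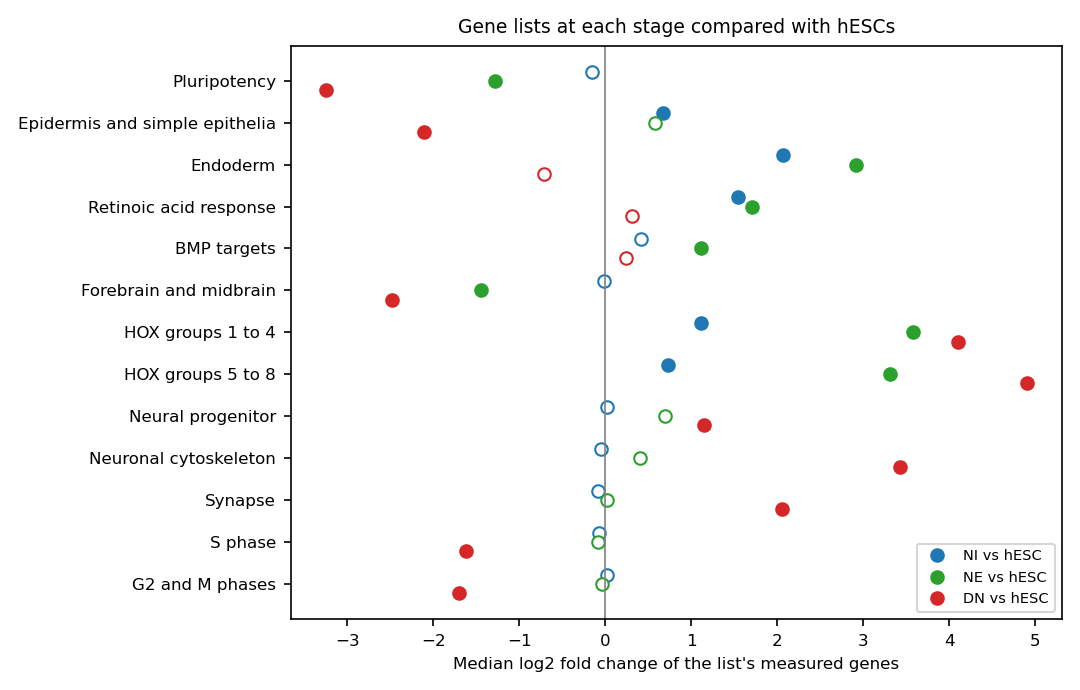
Median log2 fold change against hESCs of 13 gene lists at NI (blue), NE (green) and DN (red). Filled dots have an adjusted p under 0.05 with camera at the preset correlation; the list of S phase genes lies at -1.62 at DN.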

Genes that were up-regulated in DNs (cluster A, Fig. 5, 6A) were mainly involved in neurogenesis, axogenesis, neuron migration, axon guidance, neurotransmitter secretion and synaptic transmission. These include the up-regulation of various genes related to differentiated neurons and glia, such as MAPT (microtubule associated protein tau) and other tubulin associated genes, synapse formation (SNAP25, SNAPB), septins, stathmins, intermediate filaments and axon guidance (ROBO-SLIT) molecules (Table S2). 

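PRPH, the peripheral neurofilament peripherin, rose by 6.17 on the log2 scale (standard error 0.42, adjusted p = 6.5e-08) at DN and reached 13.14 ± 0.88, and KIF5C, an axonal transport motor, rose by 1.88 (standard error 0.22, adjusted p = 1.2e-05). Of the 22 measured genes of the neuronal cytoskeleton and axon, 21 were higher at DN (the same counts when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 1.6e-12 with camera, adjusted p = 0.13 with an estimated correlation). Among synaptic genes at DN, SYT1, the calcium sensor of vesicle release, rose by 1.74 (standard error 0.19, adjusted p = 5.4e-06), the vesicle protein SYP was at least 17.9-fold higher (adjusted p = 4.5e-08), CPLX1, a complexin, was at least 12.0-fold higher (adjusted p = 1.6e-08), and the glutamate receptor GRIA2 rose by 4.71 (standard error 0.31, adjusted p = 5.4e-08). At DN, 18 were higher among the 20 measured synapse genes (the same counts when adjusted over the list alone). As a list they ranked above other genes (adjusted p = 2.9e-09 with camera, adjusted p = 0.10 with an estimated correlation). At NE, SYT1 fell by 0.82 (standard error 0.19, adjusted p = 0.0090).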

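MAPT, which encodes the microtubule protein tau, rose by 6.05 on the log2 scale (standard error 0.39, adjusted p = 4.4e-08) at DN, and the stathmins STMN2 and STMN4 by 4.74 and 6.41 (adjusted p = 9.1e-07 and 4.8e-08). SNAP25, a SNARE of synaptic vesicles, rose by 5.08 (standard error 0.27, adjusted p = 1.0e-08). NAPB, the SNAP-beta of vesicle fusion, rose by 2.25 (standard error 0.19, adjusted p = 5.9e-07), and the neuronal septin SEPTIN3 rose by 2.57 (standard error 0.23, adjusted p = 7.7e-07). Among 10 measured genes that the paper names for differentiated neurons, a list chosen on these samples, 9 were higher at DN (the same counts when adjusted over the list alone). These genes together ranked above other genes (adjusted p = 1.8e-07 with camera, adjusted p = 0.10 with an estimated correlation). NTRK2, a neurotrophin receptor that astroglia carry, was at least 31.1-fold higher (adjusted p = 9.1e-10) at DN and SPARCL1, a matrix protein of astrocytes, rose by 3.59 (standard error 0.26, adjusted p = 1.0e-07), while GJA1, the astroglial connexin, fell by 2.68 (standard error 0.25, adjusted p = 1.1e-06). The 8 measured astroglia genes as a set ranked above other genes (adjusted p = 0.0018 with camera, adjusted p = 0.11 with an estimated correlation) at DN, where 7 were higher and 1 lower (the same counts when adjusted over the list alone). Of the oligodendrocyte lineage, PDGFRA, the receptor of its precursors, fell by 2.60 (standard error 0.34, adjusted p = 2.6e-05) and UGT8, a myelin lipid enzyme, was at least 2.70-fold lower (adjusted p = 9.0e-06). At DN, 1 was higher and 4 lower among the 9 measured oligodendroglia genes (the same counts when adjusted over the list alone). The whole list did not pass the test against other genes (adjusted p = 0.47 with camera).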

We also observed up-regulation of axon guidance cues and neurotrophins, including ROBO2 and ROBO3 and their receptors SLIT2 and SLIT3, Eph receptors (EFNB3, EPHA3, EPHA5, EPHA8, EPHB1, EPHB3) and their ligands, and semaphorin receptors (SEMA3E, SEMA4F, SEMA5B, SEMA6C) (Table S2).

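ROBO3, a receptor of commissural axons, rose by 2.69 on the log2 scale (standard error 0.25, adjusted p = 1.3e-06) at DN, ROBO2 was at least 2.60-fold higher (adjusted p = 3.9e-05), and the ligands SLIT2 and SLIT3 rose by 1.77 and 1.42 (adjusted p = 0.00011 and 0.00094). Among Eph receptors, EPHA3 was at least 9.74-fold higher (adjusted p = 1.8e-08) and EPHA5 at least 2.11-fold higher (adjusted p = 6.0e-08), while EPHB3 had already risen at NE, by 1.42 (adjusted p = 8.9e-05), and EPHB1 first fell by 2.05 (standard error 0.32, adjusted p = 0.00070) at NE and rose by 0.82 (standard error 0.32, adjusted p = 0.049) at DN. The ephrin EFNB3 rose by 1.99 (standard error 0.22, adjusted p = 7.3e-06), and EPHA8 rose by 1.32 (standard error 0.32, adjusted p = 0.0033). Among semaphorins, SEMA6C rose by 1.63 (standard error 0.21, adjusted p = 2.8e-05) and SEMA4F rose by 1.35 (standard error 0.21, adjusted p = 0.00013); SEMA5B fell by 1.66 (standard error 0.28, adjusted p = 0.0011) at NE before it rose by 0.77 (standard error 0.28, adjusted p = 0.034) at DN, and SEMA3E did not pass the test (log2 fold change 0.69, standard error 0.32, adjusted p = 0.086). Of the 14 measured axon guidance genes that the study names from these samples, 13 were higher at DN (14 higher when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 1.8e-06 with camera, adjusted p = 0.18 with an estimated correlation). EPHB1 lost its call at DN without hESC replicate 1 or 2, NI replicate 1, 2 or 3, NE replicate 1 or 3, or DN replicate 1 or 3 (adjusted p from 0.052 to 0.19). SEMA5B lost its call at DN without hESC replicate 1 or 2, or DN replicate 3 (adjusted p from 0.12 to 0.15). SEMA3E passed the test at DN without NE replicate 3 (adjusted p = 0.043). SEMA3E at DN has another tested probe that differs in call or direction.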

**Figure 6:**
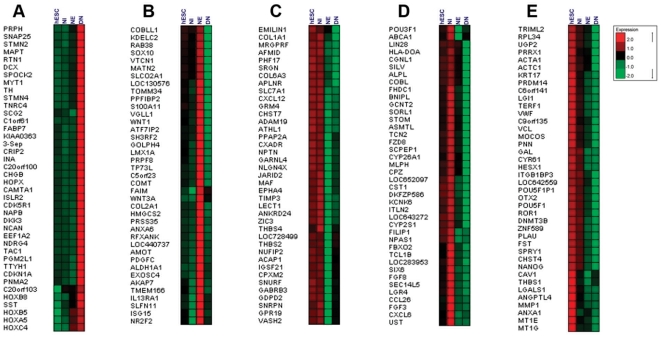
Expression patterns of representative genes from different expression clusters were presented in **Figure 3**. (A) transcripts that are highly up-regulated in DNs compared with the other stages; (B) transcripts that are enriched in NEs; (C) transcripts that are mainly up-regulated in hESCs and NIs; (D) genes that are enriched in NIs; and (E) highly abundant genes in hESCs.

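TAC1, the precursor of the peptide substance P, rose by 4.92 on the log2 scale (standard error 0.43, adjusted p = 7.5e-07) at DN, to 10.22 ± 1.02. SST, the precursor of somatostatin, had a high level in hESCs already, 8.11 ± 1.15, and rose by 2.11 (standard error 0.48, adjusted p = 0.0077) at NE and by 4.54 at DN, where it reached 12.65 ± 0.72 (adjusted p = 4.1e-06). At NI the SST value was 1.44 with a standard error of 0.48, which did not pass the test (adjusted p = 0.17). SST passed the test at NI without hESC replicate 3 (adjusted p = 0.0058).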

The protachykinin gene (TAC1), tyrosine hydroxylase (TH) and the somatostatin gene (SST) were also among the highly expressed transcripts in differentiated neural cells. As the expression data show, peptide-releasing neurons (tachykinin, somatostatin, neurotensin peptides) coexist in culture with dopaminergic (DA) and gamma aminobutyric acid producing (GABAnergic)neurons, although their development may be different but this coexistence might be the result of neurotransmitter colocalization. 

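NTS, the neurotensin precursor, was at 7.93 ± 0.51 in hESCs and 8.38 ± 0.84 at DN, and this difference did not pass the test (log2 fold change 0.46, standard error 0.48, adjusted p = 0.45). VIP, another neuropeptide, was at least 7.87-fold higher (adjusted p = 8.5e-08) at DN. Of the 8 measured neuropeptide genes, 5 were higher and 1 lower at DN (the same counts when adjusted over the list alone), and as a set they did not pass the test against other genes (adjusted p = 0.053 with camera). For GABA, the transporter SLC32A1 that loads it into vesicles rose by 5.04 on the log2 scale (standard error 0.38, adjusted p = 1.7e-07), and the enzyme GAD2 was at least 7.04-fold higher (adjusted p = 1.6e-06). The enzyme GAD1, high in hESCs at 9.38 ± 0.21, fell by 3.68 (standard error 0.30, adjusted p = 2.9e-06) at NE and returned to 10.14 ± 0.55 at DN (log2 fold change 0.76, standard error 0.30, adjusted p = 0.051); the mean of all its detected probes gave -1.22 instead (adjusted p = 0.00030). At DN, 3 were higher and 1 lower among the 7 measured GABAergic genes (4 higher and 1 lower when adjusted over the list alone). Tested together, they did not pass the test against other genes (adjusted p = 0.27 with camera). For dopamine, DDC, which makes dopamine from L-DOPA, was at least 9.34-fold higher (adjusted p = 2.1e-06) at NE and at least 9.49-fold higher (adjusted p = 2.6e-07) at DN, and NR4A2, a factor of midbrain dopamine neurons, at least 1.92-fold higher (adjusted p = 0.00062). The 6 measured dopaminergic genes as a set ranked above other genes (adjusted p = 0.026 with camera, adjusted p = 0.22 with an estimated correlation) at DN, where 4 were higher (the same counts when adjusted over the list alone). Among genes of other transmitters at DN, the glutamate transporter SLC17A6 rose by 4.11 (standard error 0.38, adjusted p = 1.1e-06), the motor neuron factor LHX3 was at least 12.3-fold higher (adjusted p = 3.8e-06), and FEV, a factor of serotonin neurons, at least 2.35-fold higher (adjusted p = 1.6e-05). Among 7 measured cholinergic and motor neuron genes, 5 were higher at DN (the same counts when adjusted over the list alone). As a group they ranked above other genes (adjusted p = 0.0025 with camera, adjusted p = 0.11 with an estimated correlation). At DN, 3 were higher among the 4 measured serotonergic genes (the same counts when adjusted over the list alone). The genes as a list ranked above other genes (adjusted p = 0.021 with camera, adjusted p = 0.13 with an estimated correlation). Of the 4 measured glutamatergic genes, 2 were higher and 1 lower at DN (the same counts when adjusted over the list alone), and as a set they did not pass the test against other genes (adjusted p = 0.44 with camera). GAD1 passed the test at DN without hESC replicate 3, NI replicate 3, NE replicate 1 or 3, or DN replicate 2 (adjusted p from 0.023 to 0.048). The neuropeptide list passed the test at DN without hESC replicate 1 or 2, or DN replicate 3 (adjusted p from 0.045 to 0.0499) and at DN with no background correction (adjusted p = 0.04995) and at DN with median scaling (adjusted p = 0.033). GAD1 at DN has another tested probe that differs in call or direction.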

There are many reports of colocalization of neurotransmitters in one neuron, especially neuropeptides, neurotensin and dopamine (DA) in dopaminergic neurons and also for somatostatin and GABA in GABAergic neurons [19], [20], [21].

The genes that were up-regulated in NEs (cluster B) were mainly involved in appendage development, epithelium development and pattern specification in the neural tube (Fig. 5, 6B). 

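GATA3, a factor of surface ectoderm and trophoblast, rose by 1.61 on the log2 scale (standard error 0.33, adjusted p = 0.0043) at NE, and GATA2 was at least 2.89-fold higher (adjusted p = 0.010). Of the 11 measured BMP target genes, 8 were higher at NE (9 higher when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 3.9e-05 with camera, adjusted p = 0.28 with an estimated correlation). Among hedgehog targets at NE, PTCH1, the receptor that hedgehog induces, rose by 1.10 (standard error 0.31, adjusted p = 0.027), and FOXJ1, a factor of the ciliated floor plate, was at least 1.61-fold higher (adjusted p = 0.0053). At NE, 4 were higher among the 7 measured hedgehog target genes (the same counts when adjusted over the list alone). Tested as a list, they ranked above other genes (adjusted p = 0.0016 with camera, adjusted p = 0.28 with an estimated correlation). At DN, 4 of these 7 genes were higher (the same counts when adjusted over the list alone). The set ranked above other genes (adjusted p = 0.046 with camera, adjusted p = 0.38 with an estimated correlation). NEUROG2, which commits progenitors to neurons, rose by 2.32 (standard error 0.46, adjusted p = 0.0035), and ZBTB16, a factor of rosette cells, rose by 1.84 (standard error 0.32, adjusted p = 0.0014). Among 20 measured neural progenitor genes, 6 were higher and 2 lower at NE (8 higher and 2 lower when adjusted over the list alone). Together they did not pass the test against other genes (adjusted p = 0.18 with camera). PTCH1 lost its call at NE without hESC replicate 1 or 2, or NE replicate 1 or 2 (adjusted p from 0.056 to 0.12). The hedgehog target list lost its call at DN without hESC replicate 3, NI replicate 2 or 3, or DN replicate 1 or 3 (adjusted p from 0.051 to 0.085) and at DN with cyclic loess (adjusted p = 0.062). The neural progenitor list passed the test at NE without hESC replicate 3 (adjusted p = 0.041).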

Differentially expressed genes in this group may be involved in basic molecular changes that underlie the conversion of progenitor cells to neural cells, including cell fate decisions and triggers for differentiation.

The expression of several progenitor marker genes, including LMX1a, MSX1, ALDH1A1 (dopaminergic progenitors), SOX10 (oligodendroglial precursors) and PCP4 (Purkinje neuron protein), as well as genes involved in tight junctions among epithelial cells (AMOT), and proliferation of neural progenitors, such as WNT1 and WNT3a, were higher in NEs. 

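AMOT, a tight junction protein, rose by 1.91 on the log2 scale (standard error 0.19, adjusted p = 1.4e-05) at NE and missed the test at DN (log2 fold change -0.24, standard error 0.19, adjusted p = 0.32). MSX1, a factor of the dorsal neural tube, rose by 2.37 (standard error 0.36, adjusted p = 0.00049), ALDH1A1, an RA-making enzyme of dopamine progenitors, rose by 2.23 (standard error 0.38, adjusted p = 0.0012), and PCP4, a calmodulin regulator of Purkinje cells, by 1.99 at NE (adjusted p = 0.0023) and 3.26 at DN (adjusted p = 7.8e-06). LMX1A, a factor of dopaminergic progenitors, was at 7.08 ± 0.49 in hESCs and 8.07 ± 0.53 at NE and did not pass the test (log2 fold change 0.99, standard error 0.42, adjusted p = 0.12). SOX10, a factor of the neural crest and oligodendrocytes, rose by 1.02 (standard error 0.31, adjusted p = 0.037) at NE and was at least 3.20-fold lower (adjusted p = 1.4e-05) at DN. The dorsal midline signals WNT1 and WNT3A rose by 1.17 and 2.85 at NE (adjusted p = 0.040 and 0.034). Of the 12 measured genes that the paper names for NE, chosen on these samples, 8 were higher at NE (10 higher when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 6.7e-06 with camera, adjusted p = 0.056 with an estimated correlation). LMX1A passed the test at NE without DN replicate 3 (adjusted p = 0.046). SOX10 lost its call at NE without hESC replicate 1, 2 or 3, NI replicate 1, or NE replicate 3 (adjusted p from 0.051 to 0.085). WNT1 lost its call at NE without hESC replicate 1 or 2, NI replicate 1, 2 or 3, or NE replicate 1 or 3 (adjusted p from 0.051 to 0.15). WNT3A lost its call at NE without hESC replicate 1, 2 or 3, or NE replicate 1, 2 or 3 (adjusted p from 0.053 to 0.11).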

Transcripts of genes involved in neural tube development and patterning, such as ALDH1A2, FOXA2, VANGL2, ZNF358, are also among the genes that were up-regulated in NEs (Fig. 6B).

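ALDH1A2, the main RA-making enzyme of the embryo, missed the test at NE (log2 fold change 0.07, standard error 0.43, adjusted p = 0.93) and rose by 1.41 on the log2 scale (standard error 0.43, adjusted p = 0.014) at DN. VANGL2, a planar polarity protein needed for neural tube closure, was at 11.22 ± 0.56 in hESCs and 11.43 ± 0.39 at NE (log2 fold change 0.20, standard error 0.28, adjusted p = 0.68) and rose by 1.03 (standard error 0.28, adjusted p = 0.0082) at DN. ZNF358, a zinc finger factor of the neural tube, had a log2 fold change of 0.87 at NE that did not pass the test (adjusted p = 0.078), and rose by 0.84 (standard error 0.32, adjusted p = 0.041) at DN. ALDH1A2 lost its call at DN without hESC replicate 3, or DN replicate 1 or 2 (adjusted p from 0.061 to 0.076). ZNF358 passed the test at NE without DN replicate 3 (adjusted p = 0.011), and lost its call at DN without hESC replicate 1 or 3, NI replicate 1, 2 or 3, or DN replicate 1 or 2 (adjusted p from 0.053 to 0.17).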

Several genes that were overrepresented in both hESCs and NIs were grouped together in cluster C (Fig. 5). These include genes involved in the negative regulation of cell migration and endothelial proliferation, the regulation of cell adhesion, histone methylation in the H3K9 position and the regulation of FGF and BMP signaling (Fig. 6C). Also represented in this group were genes for several adhesion molecules, including COL1A1 and COL6A3, neuroplastin, neuroligin and thrombospondins. These genes are involved in cell-ECM interactions, cell migration and axon guidance, which are crucial for hESC derived neural cells maintenance. 

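COL1A1, the chain of collagen I, was at 12.50 ± 0.32 in hESCs and 12.68 ± 0.32 at NI, had a log2 fold change of -0.70 at NE (adjusted p = 0.27) and fell by 1.24 on the log2 scale (standard error 0.42, adjusted p = 0.024) at DN. COL6A3, a chain of collagen VI, moved alike, with -0.78 at NE (adjusted p = 0.33), and fell by 1.45 (standard error 0.53, adjusted p = 0.034) at DN; both stood higher in DN replicate 3 than in DN replicates 1 and 2, by 2.42 for COL6A3. NPTN, the adhesion molecule neuroplastin, did not pass the test at NE (log2 fold change -0.57, standard error 0.22, adjusted p = 0.090) or DN (log2 fold change -0.43, standard error 0.22, adjusted p = 0.12). NLGN4X, a neuroligin of synaptic contacts, fell by 0.92 (standard error 0.21, adjusted p = 0.0092) at NE and was at -0.37 at DN (adjusted p = 0.17). Of the 7 measured genes that the paper names for hESCs and NI, chosen on these samples, 4 were lower at NE (the same counts when adjusted over the list alone), and as a set they ranked below other genes (adjusted p = 0.00068 with camera, adjusted p = 0.14 with an estimated correlation). At DN, 3 of these 7 genes were lower (the same counts when adjusted over the list alone). As a list they did not pass the test against other genes (adjusted p = 0.18 with camera). COL1A1 passed the test at NE without DN replicate 3 (adjusted p = 0.048), and lost its call at DN without hESC replicate 1 or 2, or DN replicate 1 or 2 (adjusted p from 0.064 to 0.12). COL6A3 lost its call at DN without hESC replicate 1, 2 or 3, or DN replicate 1 or 2 (adjusted p from 0.063 to 0.16). COL6A3 at DN has another tested probe that differs in call or direction.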

The expression pattern of these genes revealed that the extracellular environment of hESCs might be more intimately related to the developmental lineage than to the biological properties of the neural plate. Neuroplastin (NPTN) is a glycoprotein that belongs to the immunoglobulin superfamily of cell adhesion molecules (CAMs). This gene is also involved in the long-term potentiation of hippocampal excitatory synapses through the activation of p38MAPK [22]. Recently, it was demonstrated that neuroplastin binds to and activates fibroblast growth factor receptor 1 (FGFR1) [23], and it may have a function in FGF signaling in hESCs. Neuroligin (NLGN4X) is a putative neuronal cell surface protein involved in cell-cell-interactions and may be involved in the formation and remodeling of central nervous system synapses [24]. It may also play a role in cell-cell interactions in hESC colonies. 

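THBS2, a thrombospondin that binds cells to the matrix, fell by 2.07 on the log2 scale (standard error 0.34, adjusted p = 0.00093) at NE, to 7.43 ± 0.34, and was at 9.23 ± 0.30 at DN (log2 fold change -0.27, standard error 0.34, adjusted p = 0.54). THBS4, its pentameric relative, fell by 1.04 (standard error 0.28, adjusted p = 0.019) at NE and was at 9.05 ± 0.10 at DN (log2 fold change -0.28, standard error 0.28, adjusted p = 0.43). THBS2 passed the test at DN without hESC replicate 3 (adjusted p = 0.022). THBS4 lost its call at NE without NE replicate 2 or 3 (adjusted p from 0.063 to 0.073).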

Thrombospondin family members (THBS4 and THBS2), which are down-regulated at the NE and DN stages, are adhesive glycoproteins that are involved in cell-cell and cell-ECM interactions [25]. THBS4 forms a pentamer and can bind to heparin and calcium, suggesting that this protein might be involved in local signaling in the developing and adult nervous system; its effect on the proliferation of endothelial cells is clear [25]. 

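JARID2, which recruits the Polycomb complex PRC2, had a level of 12.02 ± 0.19 in hESCs and 12.18 ± 0.09 at NI, and fell by 1.16 on the log2 scale (standard error 0.16, adjusted p = 0.00022) at NE and fell by 0.68 (standard error 0.16, adjusted p = 0.0027) at DN. TET1, which oxidizes methylated cytosine, fell by 1.05 (standard error 0.18, adjusted p = 0.00034) at DN. Of the 9 measured genes of Polycomb and DNA methylation, 3 were lower at NE (the same counts when adjusted over the list alone), and as a set they ranked below other genes (adjusted p = 0.0080 with camera, adjusted p = 0.28 with an estimated correlation). At DN, 5 of these 9 genes were lower (7 lower when adjusted over the list alone). These genes together ranked below other genes (adjusted p = 0.0095 with camera, adjusted p = 0.23 with an estimated correlation). JARID2 changed by less than 1.5-fold at DN without hESC replicate 3 (adjusted p = 0.010).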

Another enriched protein in cluster C was JARD2, which modulates histone methyltransferase activity and promotes the recruitment of histone methyltransferase complexes [26] to their target genes. It also has a function in the neural tube fusion process [27]. The JARD2 protein binds DNA and mediates the recruitment of the PRC2 complex to target genes in ESCs. In ESCs, JARD2 associates with the PRC2 complex and inhibits trimethylation of Lys-27 of histone H3 (H3K27me3) by the PRC2 complex, playing a key role in the differentiation of ESCs and normal embryonic development [26].

Genes that are up-regulated in NIs (cluster D) were enriched in organogenesis, cell fate commitment, cell-cell signaling and developmental induction (Fig. 5, 6D). These include several well-known genes in the neurogenesis process; including Six6, FGF3, POU3F1, NPAS1, CYP26A1 and FGF8 (Fig. 6D). 

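FGF3, a growth factor of the hindbrain, rose by 2.07 on the log2 scale (standard error 0.41, adjusted p = 0.014) at NI, and FBXO2, a ubiquitin ligase of neurons, rose by 1.30 (standard error 0.23, adjusted p = 0.0070). SIX6, a factor of the retina and hypothalamus, had a log2 fold change of 1.57 with a standard error of 0.56 (adjusted p = 0.21), and the neuroectoderm factor POU3F1 of 0.98 (adjusted p = 0.10). SIX6 was detected on 1 hESC array, replicate 3, where forebrain genes were raised. NPAS1, a factor of neural tissue, had a log2 fold change of 0.72 (adjusted p = 0.13), and CPZ, a carboxypeptidase that acts on WNT, of 0.68 (adjusted p = 0.34). At NE, POU3F1 was at least 4.33-fold lower (adjusted p = 8.9e-05) and NPAS1 fell by 1.99 (standard error 0.22, adjusted p = 3.1e-05), both against hESCs. Of the 9 measured genes that the paper names for NI, chosen by the study on these samples, 2 were higher at NI (9 higher when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 1.2e-08 with camera, adjusted p = 0.17 with an estimated correlation). At DN, 8 of these 9 genes were lower (9 lower when adjusted over the list alone). The whole list ranked below other genes (adjusted p = 0.00050 with camera, adjusted p = 0.24 with an estimated correlation). FGF3 lost its call at NI without hESC replicate 1 or 2, or NI replicate 1 or 2 (adjusted p from 0.058 to 0.076). SIX6 passed the test at NI without hESC replicate 3 (adjusted p = 0.0036). POU3F1 passed the test at NI without hESC replicate 3 (adjusted p = 0.0067). NPAS1 passed the test at NI without hESC replicate 3 (adjusted p = 0.034).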

The higher expression levels of genes that modulate post mitotic neuron maintenance, such as FBXO2, may be required for the regionalization of neurons [28]. Several genes that were up regulated in NI are among a set of genes that are already known to be highly expressed in the developing CNS, including the Six6 gene, which is expressed abundantly in the brain, cerebellum and specific precursors of neural retina cells [29], and the FGF3 gene, which is expressed in the hindbrain and whose expression is required for hindbrain patterning [30]. POU3F1 also known as OCT6 is a member of the pou domain family of proteins and is involved in neural ectoderm formation; its expression is down regulated upon ESC differentiation and increases again during brain development [31].

The protein encoded by the NPAS1 gene is a member of the basic helix-loop-helix (bHLH)-PAS family of transcription factors and is specifically expressed in neural tissue [32]. NPAS1 in mice modulates the transcription of erythropoietin by binding to its enhancer region *in vivo*; thus, it indirectly controls oxygen-responsive elements during late embryogenesis and central nervous system development [33]. CYP26A1 plays a key role in retinoic acid (RA) metabolism. Many isoforms of this gene and other subunits of the P450 cytochrome are overrepresented at the NI stage, highlighting the importance of the retinoic acid (RA) metabolic pathway in the neural initiation stage [34]. 

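CYP26A1, which degrades RA, was at 12.71 ± 0.40 in hESCs and 14.20 ± 0.37 at NI, a rise that did not pass the test (log2 fold change 1.49, standard error 0.41, adjusted p = 0.087), and at DN it was at least 157-fold lower (adjusted p = 6.4e-09). CYP26B1, its relative, did not pass the test (log2 fold change 2.34, standard error 0.79, adjusted p = 0.18) at NI and rose by 4.07 on the log2 scale (standard error 0.79, adjusted p = 0.0031) at NE, whereas CYP2S1 had 0.99 at NI (adjusted p = 0.14) and fell by 1.91 (standard error 0.30, adjusted p = 0.00072) at NE. DHRS3, a retinal reductase that RA induces, rose by 2.28 (standard error 0.26, adjusted p = 0.00028) at NI, and MEIS1 and MEIS2, homeobox factors that RA induces, rose by 1.75 and 2.34 (adjusted p = 0.00027 and 1.6e-06). Of the 15 measured RA response genes, 8 were higher at NI (14 higher when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 9.4e-22 with camera, adjusted p = 0.011 with an estimated correlation). At NE, 12 of these 15 genes were higher (13 higher when adjusted over the list alone). Tested together, they ranked above other genes (adjusted p = 3.6e-12 with camera, adjusted p = 0.027 with an estimated correlation). At DN, after RA had been withdrawn, the list was split: TSHZ1, a factor of the hindbrain, rose by 4.91 (standard error 0.25, adjusted p = 6.4e-09) while STRA6, the retinol transporter, fell by 2.18 (standard error 0.24, adjusted p = 5.0e-06). The 15 measured RA response genes as a set did not pass the test against other genes (adjusted p = 0.44 with camera) at DN, where 6 were higher and 5 lower (the same counts when adjusted over the list alone). CYP26A1 passed the test at NI without hESC replicate 3, or NE replicate 1 (adjusted p from 0.0045 to 0.044). CYP26B1 passed the test at NI without DN replicate 3 (adjusted p = 0.014). CYP2S1 passed the test at NI without hESC replicate 3 (adjusted p = 0.027). The other tested CYP26A1 probes also had positive values at NI. In limma's test, the probe at 2.27 passed (adjusted p = 0.0062) and the probe at 1.79 did not (adjusted p = 0.061).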

Another gene, CPZ, modulates the WNT signaling pathway by cleaving some undefined protein or by binding to the WNT molecule [35]. 

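FGF8, a signal of the midbrain-hindbrain boundary, was at 6.21 ± 1.14 in hESCs and 7.70 ± 0.89 at NI. This difference did not pass the test (log2 fold change 1.49, standard error 0.52, adjusted p = 0.19), and the hESC arrays differed widely. Its level was 5.17 ± 0.65 at NE and 4.51 ± 0.13 at DN, where it was not detected on any array and was at least 1.73-fold lower (adjusted p = 0.014) against hESCs. FGF8 passed the test at NI without hESC replicate 3 (adjusted p = 0.014), and lost its call at DN without hESC replicate 3 (adjusted p = 0.058). FGF8 at DN has another tested probe that differs in call or direction.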

FGF8 is also overexpressed in NI, and its expression is downregulated as differentiation progresses (Fig. 6). FGF8 is a paracrine factor that appears to have a function during dopaminergic neuron specification and proliferation [36]; it works cooperatively with SHH in the specification of midbrain neurons.

Neural rosette cells comprise neural progenitors from the neural crest and CNS neurons. 

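TFAP2B, a factor of the neural crest, rose by 1.35 on the log2 scale (standard error 0.23, adjusted p = 0.0014) at NE and stayed 1.48 above hESCs at DN (adjusted p = 0.00014). TFAP2A, of crest and surface ectoderm, rose by 0.93 (standard error 0.27, adjusted p = 0.032) at NE. S100A11, a calcium-binding protein, rose by 1.03 (standard error 0.31, adjusted p = 0.036) at NE and fell by 1.83 (standard error 0.31, adjusted p = 0.00026) at DN. ERBB3, the neuregulin receptor of crest cells, did not pass the test at NE (log2 fold change 0.61, standard error 0.34, adjusted p = 0.24) and was at least 10.7-fold lower (adjusted p = 2.7e-07) at DN. Of the crest derivatives, POU4F1, a sensory neuron factor, rose by 2.02 (standard error 0.32, adjusted p = 0.00013) at DN, while the crest factor SNAI2 fell by 2.86 (standard error 0.38, adjusted p = 3.0e-05). The crest genes that the study names were tested together with MEIS1 and MEIS2, which it names for neuralization rather than for crest. Of these 7 measured genes, 6 were higher at NE (the same counts when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 3.2e-06 with camera, adjusted p = 0.013 with an estimated correlation). MEIS1 and MEIS2 add to this count and result, so neither is for crest genes alone. Among 18 measured genes of a wider neural crest list, 8 were higher and 1 lower at NE (8 higher and 2 lower when adjusted over the list alone). As a group they did not pass the test against other genes (adjusted p = 0.17 with camera). TFAP2A lost its call at NE without hESC replicate 3, or NE replicate 1, 2 or 3 (adjusted p from 0.057 to 0.097). S100A11 lost its call at NE without hESC replicate 3, or NE replicate 2 or 3 (adjusted p from 0.083 to 0.11). TFAP2A at NE and ERBB3 at NE each have another tested probe that differs in call or direction.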

Neural crest progenitors express S100A11, MSX1, TFAP2A, TFAP2B and ERBB3 abundantly in the rosette stage (Fig. 6B). During the early development of neural cells, the MEIS1 and MEIS2 homeobox genes can positively control PAX6 transcription and induce hESCs toward neuralization [37]. The extrinsic factor RA may trigger neural specific genes and induce the neural fate [38], and RA may also affect anterior-posterior pattern formation by inhibiting BMP signaling with Noggin, which induces the formation of neural ectoderm. Shh protein can induce Foxa2 and ventralize neural progenitors and, in a positive regulatory loop, FOXA2 can induce endogenous SHH and inhibit NKX2.2 [39] and also the serotonergic phenotype. Endogenous transcription of FGF8 resulting from RA exposure [40] can induce WNT1 expression that cooperatively with FGF8 can induce neural progenitors to differentiate into TH-producing cells.

A major group of differentially expressed genes includes transcripts that were down-regulated during differentiation (Fig. 5). This group includes genes involved in the cell cycle, mitosis and metabolism as well as genes involved in the development of other germ layer clusters (Fig. 6E). 

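Genes of other germ layers did not all fall from the hESC level. TTR, a transport protein of liver and yolk sac, rose by 3.02 on the log2 scale (standard error 0.36, adjusted p = 0.00039) at NI and rose by 4.41 (standard error 0.36, adjusted p = 2.9e-06) at NE before it returned to 6.18 ± 0.90 at DN, and AFP, of the same tissues, rose by 2.91 (standard error 0.50, adjusted p = 0.0014) at NE and was at least 3.68-fold lower (adjusted p = 0.00071) at DN. Endoderm genes had a median of -1.19 in hESC replicate 3 against hESC replicates 1 and 2, which lowers the hESC level their rises are set against. At NI, 5 were higher among the 9 measured endoderm genes (6 higher when adjusted over the list alone). The genes as a list ranked above other genes (adjusted p = 1.9e-08 with camera, adjusted p = 0.078 with an estimated correlation). At NE, 8 of these 9 genes were higher (9 higher when adjusted over the list alone). Tested as a list, they ranked above other genes (adjusted p = 1.5e-08 with camera, adjusted p = 0.036 with an estimated correlation). KRT19, an epithelial keratin, rose by 1.29 (standard error 0.25, adjusted p = 0.0030) at NE and fell by 5.29 (standard error 0.25, adjusted p = 3.4e-09) at DN, and DSP, a desmosome protein, rose by 1.82 (standard error 0.21, adjusted p = 5.1e-05) and fell by 2.34 (standard error 0.21, adjusted p = 9.0e-07). Among 8 measured epidermis genes, 2 were higher at NI (5 higher and 1 lower when adjusted over the list alone). The set ranked above other genes (adjusted p = 0.0032 with camera, adjusted p = 0.17 with an estimated correlation). At NE, 4 of these 8 genes were higher and 1 lower (the same counts when adjusted over the list alone). Together they did not pass the test against other genes (adjusted p = 0.11 with camera). At DN, 8 of these 8 genes were lower (the same counts when adjusted over the list alone). As a list they ranked below other genes (adjusted p = 2.7e-05 with camera, adjusted p = 0.086 with an estimated correlation). CDX2, a factor of trophoblast and hindgut, rose by 2.53 (standard error 0.25, adjusted p = 1.5e-05) at NE. At NI, 1 was higher among the 10 measured trophoblast genes (4 higher when adjusted over the list alone). These genes together ranked above other genes (adjusted p = 0.021 with camera, adjusted p = 0.58 with an estimated correlation). At NE, 4 of these 10 genes were higher (6 higher when adjusted over the list alone). The whole list ranked above other genes (adjusted p = 0.013 with camera, adjusted p = 0.39 with an estimated correlation). HAND1, of heart and trophoblast, was at least 25.7-fold lower (adjusted p = 3.6e-06) at DN. Among 5 measured mesoderm genes, 1 was higher and 3 lower at DN (the same counts when adjusted over the list alone). Tested together, they did not pass the test against other genes (adjusted p = 0.41 with camera). LEFTY1, a nodal target, fell by 1.48 (standard error 0.38, adjusted p = 0.0052) at DN. At DN, 1 was higher and 4 lower among the 6 measured nodal and activin targets (the same counts when adjusted over the list alone). As a group they did not pass the test against other genes (adjusted p = 0.15 with camera). The trophoblast list lost its call at NI without hESC replicate 3, or NI replicate 3 (adjusted p from 0.13 to 0.14). DSP at DN has another tested probe that differs in call or direction.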

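PRDM14, a transcriptional regulator of pluripotency, fell by 1.47 on the log2 scale (standard error 0.26, adjusted p = 0.0080) at NI and was at least 8.16-fold lower (adjusted p = 1.9e-06) at NE and at least 8.60-fold lower (adjusted p = 6.2e-08) at DN. GAL, the neuropeptide galanin that hESCs make, had a level of 10.17 ± 0.64 at NI and fell by 3.25 (standard error 0.32, adjusted p = 1.4e-05) at NE, and its level at DN was 7.32 ± 0.17 (adjusted p = 2.2e-06). CDH1, the epithelial cadherin, was at 12.49 ± 0.02 at NE and fell by 5.75 (standard error 0.23, adjusted p = 1.3e-09) at DN. Of the 25 measured pluripotency genes, 16 were lower at NE (the same counts when adjusted over the list alone), and as a set they ranked below other genes (adjusted p = 1.4e-13 with camera, adjusted p = 0.0035 with an estimated correlation). At DN, 1 of these 25 genes was higher and 21 lower (the same counts when adjusted over the list alone). The genes as a list ranked below other genes (adjusted p = 6.8e-12 with camera, adjusted p = 0.0094 with an estimated correlation). Among 10 measured genes that the paper names for hESCs, chosen on these samples, 10 were lower at NE (the same counts when adjusted over the list alone). Tested as a list, they ranked below other genes (adjusted p = 1.9e-14 with camera, adjusted p = 0.0099 with an estimated correlation).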

Several major ESC markers, including OCT4, NANOG, PRDM14, and GAL, were grouped in this cluster (Fig. 6E). Because OTX2, a gene involved in forebrain-hindbrain patterning, was also down-regulated during differentiation, the results suggest that posteriorized neurons were generated during differentiation in this study [41]. 

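OTX2, which specifies forebrain and midbrain, fell by 3.41 on the log2 scale (standard error 0.40, adjusted p = 6.7e-05) at NE and fell by 5.95 (standard error 0.40, adjusted p = 6.8e-08) at DN, from 11.94 ± 0.45 in hESCs to 5.99 ± 1.02. HESX1, a forebrain repressor, fell by 3.75 (standard error 0.29, adjusted p = 1.6e-06) at NE and fell by 3.73 (standard error 0.29, adjusted p = 2.1e-07) at DN, and SIX3, of forebrain and eye, was at least 3.07-fold lower (adjusted p = 0.0037) at DN; SIX3 was 2.82 log2 units higher in hESC replicate 3 than in the other hESC arrays. Of the 10 measured forebrain and midbrain genes, 4 were lower at NE (5 lower when adjusted over the list alone), and as a set they ranked below other genes (adjusted p = 0.0016 with camera, adjusted p = 0.37 with an estimated correlation). At DN, 1 of these 10 genes was higher and 6 lower (the same counts when adjusted over the list alone). The set ranked below other genes (adjusted p = 0.016 with camera, adjusted p = 0.41 with an estimated correlation). Among HOX genes of the hindbrain and cervical cord, HOXB2 rose by 2.05 (standard error 0.32, adjusted p = 0.0031) at NI, HOXD3 was at least 2.25-fold higher (adjusted p = 0.00072) at NI and at least 18.8-fold higher (adjusted p = 1.1e-08) at NE, and HOXB8 rose by 3.76 (standard error 0.36, adjusted p = 1.0e-05) at NE and by 6.94 at DN (adjusted p = 6.9e-09). Among 9 measured HOX genes of groups 1 to 4, 4 were higher at NI (7 higher when adjusted over the list alone). Together they ranked above other genes (adjusted p = 3.3e-12 with camera, adjusted p = 0.011 with an estimated correlation). At NE, 9 of these 9 genes were higher (the same counts when adjusted over the list alone). As a list they ranked above other genes (adjusted p = 8.7e-17 with camera, adjusted p = 0.0035 with an estimated correlation). At DN, 8 of these 9 genes were higher (the same counts when adjusted over the list alone). These genes together ranked above other genes (adjusted p = 1.2e-07 with camera, adjusted p = 0.063 with an estimated correlation). Among 6 measured HOX genes of groups 5 to 8, 2 were higher at NI (3 higher when adjusted over the list alone). The whole list ranked above other genes (adjusted p = 0.0025 with camera, adjusted p = 0.36 with an estimated correlation). At NE, 6 of these 6 genes were higher (the same counts when adjusted over the list alone). Tested together, they ranked above other genes (adjusted p = 5.0e-10 with camera, adjusted p = 0.028 with an estimated correlation). At DN, 6 of these 6 genes were higher (the same counts when adjusted over the list alone). As a group they ranked above other genes (adjusted p = 2.2e-06 with camera, adjusted p = 0.10 with an estimated correlation). For the 3 measured genes of groups 9 to 13, camera gave an adjusted p of 0.73 at DN. From the fall of OTX2, the paper proposes that the neurons made in this culture were posteriorized.

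**Figure D3:**
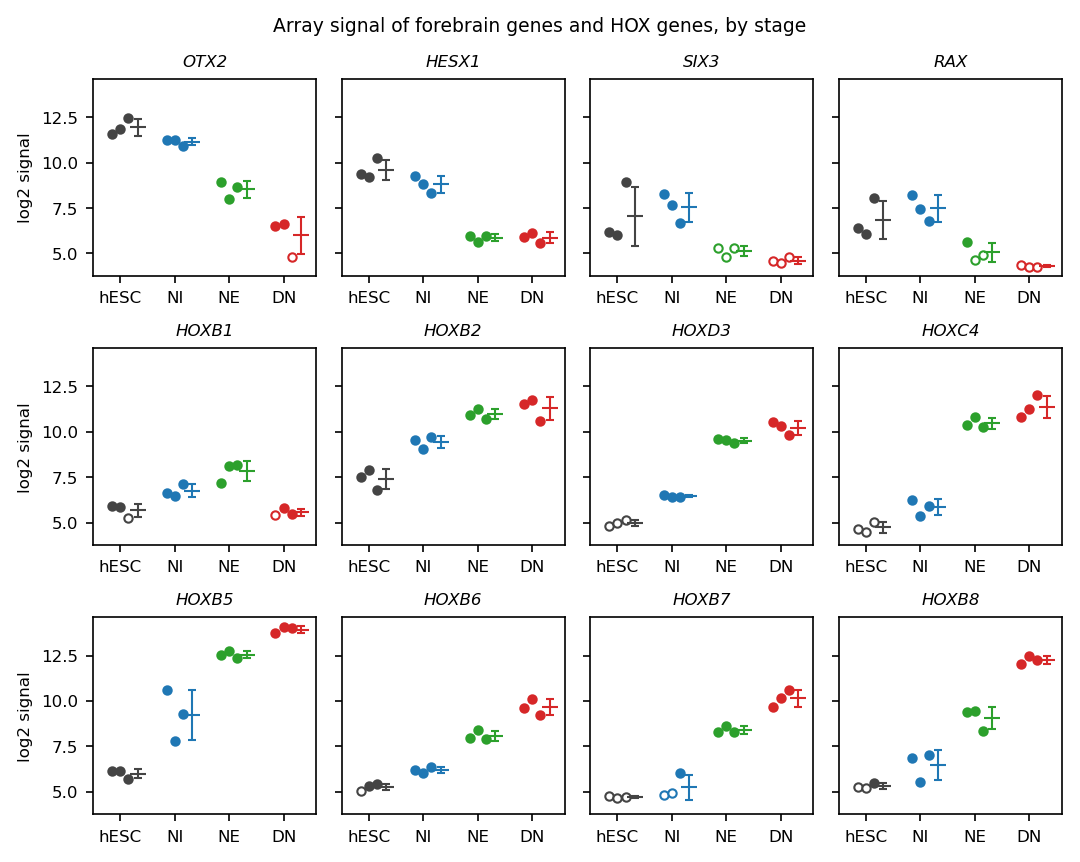
Log2 signal of 4 forebrain genes and 8 HOX genes on each array by stage, with 3 arrays per stage. Filled dots are detected at p under 0.01, open dots are not, and bars are the mean ± SD; OTX2 falls to 5.99 ± 1.02 at DN, where HOXB8 stands at 12.25 ± 0.21.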

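MMP1, which cleaves collagen, was at least 11.9-fold lower (adjusted p = 3.0e-07) at NE, and fell by 4.23 on the log2 scale (standard error 0.26, adjusted p = 3.3e-08) at DN, from 9.06 ± 0.56 in hESCs. THBS1, a thrombospondin of the matrix, fell by 1.70 (standard error 0.35, adjusted p = 0.021) at NI, fell by 2.52 (standard error 0.35, adjusted p = 0.00026) at NE and fell by 1.80 (standard error 0.35, adjusted p = 0.00081) at DN. NMRK2, the gene the paper calls ITGB1BP3, encodes an integrin-binding kinase; it fell by 2.32 (standard error 0.20, adjusted p = 4.7e-06) at NE and was at least 15.7-fold lower (adjusted p = 1.9e-09) at DN. Of the wider matrix list, TAGLN, a smooth muscle protein, fell by 1.25 (standard error 0.39, adjusted p = 0.017) at DN and LGALS1, a secreted lectin, fell by 2.05 (standard error 0.46, adjusted p = 0.0022), and these genes stood higher in DN replicate 3 than in the other DN arrays (TAGLN by 1.57). Among 16 measured fibroblast and matrix genes, 1 was higher and 9 lower at DN (the same counts when adjusted over the list alone). The genes as a list ranked below other genes (adjusted p = 0.044 with camera, adjusted p = 0.58 with an estimated correlation). THBS1 lost its call at NI without hESC replicate 1 or 2, or NI replicate 1, 2 or 3 (adjusted p from 0.057 to 0.10). TAGLN lost its call at DN without hESC replicate 1 or 2, or DN replicate 1 or 2 (adjusted p from 0.064 to 0.086). The fibroblast and matrix list lost its call at DN without hESC replicate 1 or 2, or DN replicate 1 or 2 (adjusted p from 0.069 to 0.16) and at DN with median scaling (adjusted p = 0.052). TAGLN at DN has another tested probe that differs in call or direction.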

Matrix associated genes, including MMP1, THBS1, and ITGB1BP3, were also among the hESC enriched genes, suggesting that expression of these genes provides an environment conducive to the proliferation of stem cells. 

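DNMT3B, which methylates DNA de novo, fell by 2.56 on the log2 scale (standard error 0.22, adjusted p = 4.7e-06) at NE, to 9.15 ± 0.36 from 11.71 ± 0.34 in hESCs, and fell by 3.49 (standard error 0.22, adjusted p = 3.6e-08) at DN. DNMT1, which copies methylation at replication, missed the test at NE (log2 fold change -0.10, standard error 0.20, adjusted p = 0.78) and fell by 0.76 (standard error 0.20, adjusted p = 0.0059) at DN.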

DNA methyltransferase genes and noncoding genes homologous to OCT4 control the epigenetic state of hESCs and are important classes of genes for stem cell maintenance. Some antagonists of FGF signaling, such as SPRY1, were also overrepresented in hESCs. 

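SPRY1, which blocks FGF receptor signals, was at 11.17 ± 0.31 in hESCs and 10.67 ± 0.42 at NI, fell by 1.65 on the log2 scale (standard error 0.24, adjusted p = 0.00042) at NE and fell by 2.29 (standard error 0.24, adjusted p = 4.4e-06) at DN.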

SPRY1 is involved in cortical neuron pattern formation and inhibits caudal cell fates [42]; its role in hESCs with a high concentration of FGF is not clear and may be important for the fine tuning of FGF signaling in ESCs (Fig. 6E).

Overall, our study found that the transcriptome is extremely complex and dynamic during early neural differentiation of hESCs. All transcripts that were modulated during differentiation were placed in upregulated and downregulated clusters and were analyzed using the KEGG pathway database and ClueGO software. With a two-sided hypergeometric test, genes were assigned to pathways. The pathway information for each cluster was analyzed, and pathways represented in each cluster were identified and compared. Our results showed that some transcripts that were involved in metabolic pathways were downregulated during differentiation. 

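POLE2, a subunit of the replicative polymerase, fell by 2.32 on the log2 scale (standard error 0.23, adjusted p = 2.0e-06) at DN, EXO1, the exonuclease of mismatch repair, fell by 2.29 (standard error 0.30, adjusted p = 2.7e-05), and BLM, a helicase of recombination, fell by 2.01 (standard error 0.24, adjusted p = 1.4e-05). Of the 33 measured KEGG DNA replication genes, 29 were lower at DN (the same counts when adjusted over the list alone), and as a set they ranked below other genes (adjusted p = 1.4e-08 with camera, adjusted p = 0.24 with an estimated correlation). At DN, 16 were lower among the 20 measured KEGG mismatch repair genes (the same counts when adjusted over the list alone). Tested as a list, they ranked below other genes (adjusted p = 8.5e-05 with camera, adjusted p = 0.18 with an estimated correlation). The 19 measured KEGG homologous recombination genes as a set ranked below other genes (adjusted p = 0.00070 with camera, adjusted p = 0.11 with an estimated correlation) at DN, where 13 were lower (the same counts when adjusted over the list alone). Among 30 measured base excision repair genes, 1 was higher and 14 lower at DN (the same counts when adjusted over the list alone). The set ranked below other genes (adjusted p = 0.014 with camera, adjusted p = 0.44 with an estimated correlation). Of the 38 measured nucleotide excision repair genes, 1 was higher and 19 lower at DN (the same counts when adjusted over the list alone), and as a set they ranked below other genes (adjusted p = 0.0083 with camera, adjusted p = 0.44 with an estimated correlation). UGP2, which makes UDP-glucose, fell by 2.13 (standard error 0.20, adjusted p = 1.4e-06) at DN, and UGDH, which oxidizes it, fell by 1.20 (standard error 0.17, adjusted p = 4.8e-05). At DN, 5 were lower among the 6 measured genes of pentose and glucuronate interconversion (the same counts when adjusted over the list alone). Together they ranked below other genes (adjusted p = 0.035 with camera, adjusted p = 0.16 with an estimated correlation). Among 25 measured fatty acid metabolism genes, 1 was higher and 8 lower at DN (the same counts when adjusted over the list alone). As a list they did not pass the test against other genes (adjusted p = 0.15 with camera). The DNA replication list passed the test at NI without hESC replicate 3 (adjusted p = 0.027) and at NE without hESC replicate 3 (adjusted p = 0.036). The pentose and glucuronate list lost its call at DN without DN replicate 3 (adjusted p = 0.056).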

Pentose and glucuronate interconversions, fatty acid turnover (for membrane biogenesis), DNA replication, mismatch repair, recombination and immune response pathways were hyper expressed in hESCs, but not in neurons (Fig. 7, Table S4). Nucleotide metabolism and cell cycle pathway members were also highly expressed in hESCs. 

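PRNP, the prion protein gene, rose by 0.59 on the log2 scale (standard error 0.23, adjusted p = 0.043) at DN, and NCAM1, the neural adhesion molecule, rose by 3.50 (standard error 0.22, adjusted p = 3.8e-08). Of the 20 measured KEGG prion disease genes, 9 were higher and 2 lower at DN (the same counts when adjusted over the list alone), and as a set they did not pass the test against other genes (adjusted p = 0.10 with camera). At DN, 3 were higher and 3 lower among the 12 measured nitrogen metabolism genes (the same counts when adjusted over the list alone). These genes together did not pass the test against other genes (adjusted p = 0.94 with camera). Of that list, CA2, a carbonic anhydrase, rose by 1.29 (standard error 0.24, adjusted p = 0.00050). JAG1, a NOTCH ligand, fell by 0.82 (standard error 0.25, adjusted p = 0.040) at NE, and NOTCH2 fell by 1.09 (standard error 0.22, adjusted p = 0.00094) at DN. Among 34 measured KEGG Notch signaling genes, 12 were higher and 4 lower at DN (the same counts when adjusted over the list alone). The whole list did not pass the test against other genes (adjusted p = 0.66 with camera). Their median log2 fold change was -0.06 but their mean 0.25, so the 2 differ in sign. PRNP lost its call at DN without hESC replicate 1 or 3, NI replicate 1, NE replicate 1 or 2, or DN replicate 1, 2 or 3 (adjusted p from 0.051 to 0.17), and changed by less than 1.5-fold at DN without NI replicate 3 (adjusted p = 0.033). JAG1 lost its call at NE without hESC replicate 1, 2 or 3, NI replicate 1 or 3, NE replicate 2 or 3, or DN replicate 2 (adjusted p from 0.052 to 0.15).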

Genes involved in nitrogen metabolism, apoptosis, NOTCH signaling, axon guidance, neurotrophin signaling, Parkinson's disease and prion disease are highly abundant molecular pathways that were overrepresented in differentiated neural cells (Fig. 7, Table S4). In ESCs, mTOR signaling can stabilize OCT4, SOX2 and NANOG expression and can negatively control the induction of endoderm and mesoderm from ESCs. Inhibition of mTOR with rapamycin enhanced the expression of endoderm and mesoderm markers in treated EB and impaired the pluripotency of hESCs, but this effect was not observed in neural differentiation [43]. According to our results, mTOR signaling functions in neural induction. Transcripts associated with mTOR (S6K1) were upregulated during neurogenesis (Table S4). 

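RPS6KB1, which encodes the kinase S6K1, did not pass the test at NE or DN, with 9.63 ± 0.16 in hESCs, 9.65 ± 0.15 at NE (log2 fold change 0.02, standard error 0.16, adjusted p = 0.94) and 9.85 ± 0.14 at DN (log2 fold change 0.22, standard error 0.16, adjusted p = 0.27). DDIT4, a stress-induced inhibitor of mTOR, rose by 1.84 on the log2 scale (standard error 0.22, adjusted p = 1.3e-05) at DN, and VEGFA, a growth factor on the same pathway map, rose by 1.73 (standard error 0.34, adjusted p = 0.00085). At NE, 6 were higher and 1 lower among the 34 measured KEGG mTOR signaling genes (the same counts when adjusted over the list alone). Tested together, they did not pass the test against other genes (adjusted p = 0.22 with camera). At DN, 10 of these 34 genes were higher and 6 lower (the same counts when adjusted over the list alone). As a group they did not pass the test against other genes (adjusted p = 0.17 with camera).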

NOTCH signaling is also active in hESC-derived neural progenitors and has an important function in the proliferation and differentiation of NPCs. Inhibition of NOTCH can disrupt the maintenance of stem cell characteristics of NPCs [44]; [45], by suppressing the HES1 and HES5 genes, which negatively control the expression of the proneural genes MASH1 and NGN1 [46], [47], [48]. The NOTCH signaling members NOTCH1, DTX1, DTX3, DLL1, DLL3, HES5 and JAG2 were expressed more strongly at the NE stage compared to hESCs, and this stronger expression continued as the cells differentiated into final differentiated neurons. 

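HES5, a repressor that NOTCH induces, rose by 1.80 on the log2 scale (standard error 0.51, adjusted p = 0.028) at NE and rose by 3.47 (standard error 0.51, adjusted p = 8.1e-05) at DN. The ligand DLL3 had a log2 fold change of 0.96 at NE (adjusted p = 0.061) and rose by 2.56 (standard error 0.33, adjusted p = 2.5e-05) at DN, and DLL1 0.43 at NE (adjusted p = 0.50) and 1.67 at DN (adjusted p = 0.0032). NOTCH1, the receptor, was not higher at NE (log2 fold change -0.45, standard error 0.30, adjusted p = 0.33) and rose by 1.28 (standard error 0.30, adjusted p = 0.0027) at DN. JAG2 and DTX3 also missed the test at NE, with 0.29 and -0.21 (adjusted p = 0.51 and 0.64), and DTX1 was not detected on any hESC or NE array, while at DN JAG2 and DTX3 rose by 0.90 and 0.88 (adjusted p = 0.014 and 0.015) and DTX1 was at least 2.38-fold higher (adjusted p = 5.9e-06). Of the 7 measured NOTCH genes that the study chose on these samples, 1 was higher at NE (2 higher when adjusted over the list alone), and as a set they did not pass the test against other genes (adjusted p = 0.57 with camera). At DN, 7 of these 7 genes were higher (the same counts when adjusted over the list alone). The genes as a list ranked above other genes (adjusted p = 0.0028 with camera, adjusted p = 0.24 with an estimated correlation). HES5 lost its call at NE without hESC replicate 1 or 2, or NE replicate 1 or 2 (adjusted p from 0.069 to 0.11). DLL3 passed the test at NE without hESC replicate 3, or NI replicate 3 (adjusted p from 0.0040 to 0.0497). JAG2 lost its call at DN without hESC replicate 1, or DN replicate 1 (adjusted p from 0.055 to 0.074). DTX3 lost its call at DN without hESC replicate 2, or DN replicate 3 (adjusted p from 0.053 to 0.070).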

As shown previously, NOTCH signaling negatively controls neurogenesis in a stepwise process; in the first step, its activation leads to gliogenesis as opposed to neurogenesis, and in the second step, its activation promotes the production of astrocytes and inhibits the production of oligodendrocytes and neural fates [48].

**Figure 7:**
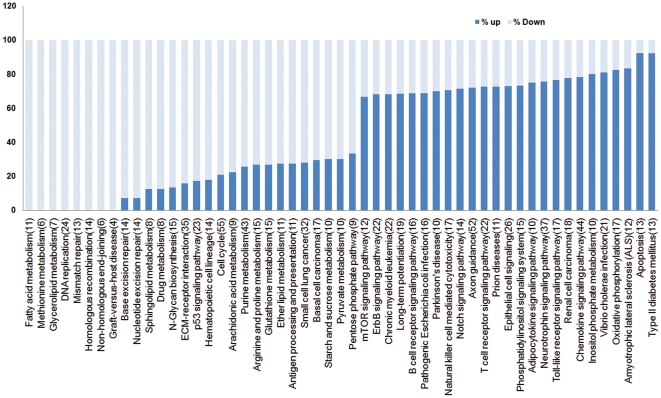
Pathway analysis of enriched transcripts in hESC (light blue) and differentiated cells (dark blue). Enriched transcripts searched against KEGG pathway database for finding the members involved in the signaling pathways, mostly transcribed members in each stage (up to 60%) in undifferentiated or neural differentiated cells compared and depicted in the figure. Common active pathways in both stages have not been shown.

Another pathway that confers one of the characteristics of NPs is the Toll like receptor (TLR) pathway. The TLR pathway is involved in the development of CNS and the innate immune system and functions in cell proliferation and NPC differentiation [49], [50]. The TLR pathway has an immunomodulatory effect on NPCs via the activation of TNF-alpha [51]. It seems that members of the TLR pathway (AKT1, CD14, FOS, IFNAR1, IL8, JUN, MAPK10, MAPK11, MAPK3, PIK3R1, PIK3R2, RELA, SPP1) are more highly expressed in NEs and DNs (Table S4). 

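CXCL8, the chemokine IL8, rose already at NI, by 2.89 (adjusted p = 0.011), missed the test at NE (log2 fold change 0.14, standard error 0.55, adjusted p = 0.89) and rose by 2.31 on the log2 scale (standard error 0.55, adjusted p = 0.0031) at DN. The kinases MAPK3 and AKT1 and the regulatory subunit PIK3R1 rose at NE by 0.92, 0.82 and 1.11 (adjusted p = 0.0033, 0.015 and 0.0037), and JUN rose by 1.92 (standard error 0.21, adjusted p = 5.0e-06) at DN. CD14, a receptor for bacterial lipid, rose by 1.52 (standard error 0.25, adjusted p = 0.00020) at DN and the interferon receptor IFNAR1 rose by 1.82 (standard error 0.27, adjusted p = 9.0e-05), but at NE they had 0.50 and 0.27 (adjusted p = 0.19 and 0.54). FOS, MAPK10, MAPK11 and RELA rose at DN by 1.64, 0.88, 2.30 and 1.17 (adjusted p = 0.0044, 0.010, 2.3e-06 and 0.00087), and SPP1, osteopontin, did not pass the test there (log2 fold change 0.93, standard error 0.40, adjusted p = 0.067). Of the 12 measured Toll-like receptor pathway genes that the study chose on these samples, 4 were higher at NE (the same counts when adjusted over the list alone), and as a set they did not pass the test against other genes (adjusted p = 0.094 with camera). At DN, 11 of these 12 genes were higher (12 higher when adjusted over the list alone). Tested as a list, they ranked above other genes (adjusted p = 5.8e-05 with camera, adjusted p = 0.10 with an estimated correlation). PIK3R2 has no probe under that name in the annotation used here. CXCL8 lost its call at NI without NI replicate 3 (adjusted p = 0.072). AKT1 lost its call at NE without NE replicate 2 (adjusted p = 0.060). SPP1 passed the test at DN without hESC replicate 1 or 2, or NI replicate 3 (adjusted p from 0.041 to 0.045). The Toll-like receptor list passed the test at NE without NE replicate 3 (adjusted p = 0.034). Another tested AKT1 probe did not pass the test at NE (0.50, adjusted p = 0.10). The MAPK10 probes ranged at NE from -1.39, which passed the test (adjusted p = 0.0016), to 0.13, which did not (adjusted p = 0.72).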

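NKX2-2, a ventral factor that hedgehog induces, was at least 28.8-fold higher (adjusted p = 2.0e-09) at DN and NKX6-2 at least 32.3-fold higher (adjusted p = 9.9e-08). ZIC2, a factor of the dorsal neural tube, fell by 2.38 on the log2 scale (standard error 0.36, adjusted p = 9.0e-05) at DN, and GLI3, the repressor among the GLI factors, fell by 1.39 (standard error 0.27, adjusted p = 0.00086). Of the 36 measured KEGG Hedgehog signaling genes, 10 were higher and 2 lower at NE (the same counts when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 0.048 with camera, adjusted p = 0.51 with an estimated correlation). At DN, 10 of these 36 genes were higher and 7 lower (the same counts when adjusted over the list alone). The set did not pass the test against other genes (adjusted p = 0.72 with camera). The KEGG Hedgehog list lost its call at NE without hESC replicate 2, or NE replicate 1 or 2 (adjusted p from 0.056 to 0.14) and at NE with the mean of all detected probes (adjusted p = 0.058).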

WNT signaling, MAPK signaling, Jak-STAT signaling, Hedgehog signaling, and TGF-beta signaling are active pathways in NEs and DNs, but these pathways do not share common proteins. 

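WNT7A, a ligand of the ventricular zone, rose by 4.00 on the log2 scale (standard error 0.34, adjusted p = 6.4e-07) at DN, WNT7B rose by 2.59 (standard error 0.51, adjusted p = 0.00080), WNT4 rose by 2.19 (standard error 0.36, adjusted p = 0.00021) and the receptor FZD9 rose by 1.62 (standard error 0.41, adjusted p = 0.0047). WNT1, a signal of the dorsal midline, fell by 1.25 (standard error 0.36, adjusted p = 0.011) at DN. Among the receptors, FZD4 rose by 1.24 (standard error 0.19, adjusted p = 0.00046) at NE and fell by 1.11 (standard error 0.19, adjusted p = 0.00022) at DN, FZD5 fell by 3.16 (standard error 0.35, adjusted p = 7.1e-06) at DN, FZD7 fell by 2.12 (standard error 0.24, adjusted p = 6.7e-06) and FZD8 was at least 4.34-fold lower (adjusted p = 3.1e-06). Of the 20 measured WNT ligands and receptors, 2 were higher at NI (3 higher when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 0.042 with camera, adjusted p = 0.78 with an estimated correlation). At DN, 6 of these 20 genes were higher and 7 lower (the same counts when adjusted over the list alone). Together they did not pass the test against other genes (adjusted p = 0.99 with camera). Among 7 measured WNT genes that the study chose on these samples, 5 were higher and 2 lower at DN (the same counts when adjusted over the list alone). As a list they did not pass the test against other genes (adjusted p = 0.12 with camera). The WNT list lost its call at NI without hESC replicate 1 or 2, NI replicate 1 or 3, or DN replicate 3 (adjusted p from 0.062 to 0.21) and at NI with cyclic loess (adjusted p = 0.055). FZD7 at DN has another tested probe that differs in call or direction.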

The expression of WNT1 and most WNT receptors decreased, although the expression of WNT4, WNT7A, WNT7B and FZD9 increased with neural differentiation (Table S4). Neural progenitors (NPs) have some overlap with ESCs in the expression patterns of WNT pathway molecules. The DKK1 gene, an inhibitor of WNT signaling, was suppressed during neurogenesis. However, another inhibitor, DKK3, had an increased expression level, which may explain how different members of the WNT gene family may control differentiation of different cell types.

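DKK1, a secreted WNT antagonist, fell by 0.93 on the log2 scale (standard error 0.29, adjusted p = 0.041) at NE and fell by 2.54 (standard error 0.29, adjusted p = 8.7e-06) at DN, from 8.92 ± 0.10 in hESCs to 6.38 ± 0.73. DKK3, a divergent member of the same family, missed the test at NE (log2 fold change 0.03, standard error 0.25, adjusted p = 0.96) and rose by 2.35 (standard error 0.25, adjusted p = 4.2e-06) at DN, to 12.83 ± 0.03. DKK1 lost its call at NE without hESC replicate 1, 2 or 3, NI replicate 3, NE replicate 1, 2 or 3, or DN replicate 2 (adjusted p from 0.052 to 0.11). DKK3 at NE has another tested probe that differs in call or direction.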

Metabolism associated genes are found in both ESCs and differentiated cells. Genes involved in the pentose phosphate pathway, galactose metabolism, ascorbate and aldarate metabolism and fatty acid elongation and metabolism have increased expression levels in stem cells. 

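TKTL1, a transketolase-like enzyme, was at least 1.84-fold higher (adjusted p = 0.00026) at DN, and ALDOC, the aldolase of brain, rose by 1.51 on the log2 scale (standard error 0.30, adjusted p = 0.00098). Of the 21 measured pentose phosphate genes, 4 were higher and 7 lower at DN (the same counts when adjusted over the list alone), and as a set they did not pass the test against other genes (adjusted p = 0.51 with camera). HK2, a hexokinase of proliferating cells, rose by 0.86 (standard error 0.24, adjusted p = 0.0086) at DN, while HK1, the hexokinase of brain, rose by 0.76 (standard error 0.14, adjusted p = 0.00060). At DN, 3 were higher and 5 lower among the 15 measured galactose metabolism genes (the same counts when adjusted over the list alone). These genes together did not pass the test against other genes (adjusted p = 0.52 with camera). ALDH1B1, an aldehyde dehydrogenase of mitochondria, fell by 1.43 (standard error 0.23, adjusted p = 0.00016). Among 6 measured ascorbate and aldarate genes, 4 were lower at DN (the same counts when adjusted over the list alone). The whole list did not pass the test against other genes (adjusted p = 0.066 with camera). The 8 measured fatty acid elongation genes as a set did not pass the test against other genes (adjusted p = 0.24 with camera) at DN, where 3 were lower (the same counts when adjusted over the list alone). The ascorbate and aldarate list passed the test at DN with the mean of all detected probes (adjusted p = 0.04999). HK2 at DN has another tested probe that differs in call or direction.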

The beta-1,4-galactosyltransferase (B4GALT1) protein is an enzyme that participates in glycoconjugation, lactose biosynthesis, and galactose metabolism in liver cells. This enzyme is targeted to the plasma membrane of intestinal cells and absorbs galactose from the lumen; it may also function in adhesion [52]. Previous studies have shown that the B4GALT1 promoter has a binding site for E1AF, and induction of B4GALT1 expression by E1AF can lead to lung cancer [53]. Genes in the glycosphingolipid biosynthetic pathway are overrepresented in neural cells compared with ESCs. 

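ST8SIA1, which makes the ganglioside GD3, rose by 1.09 on the log2 scale (standard error 0.22, adjusted p = 0.0040) at NE, and ST8SIA5, of later gangliosides, rose by 1.64 (standard error 0.28, adjusted p = 0.00031) at DN. FUT2, a fucosyltransferase, was at least 1.19-fold lower (adjusted p = 5.1e-05) at DN. Of the 12 measured genes of the ganglioside series, 4 were higher and 1 lower at DN (the same counts when adjusted over the list alone), and as a set they did not pass the test against other genes (adjusted p = 0.31 with camera). At DN, 2 were higher and 4 lower among the 8 measured genes of the globoside series (the same counts when adjusted over the list alone). Tested together, they did not pass the test against other genes (adjusted p = 0.71 with camera). Among 14 measured genes of the lacto and neolacto series, 4 were higher and 6 lower at DN (the same counts when adjusted over the list alone). As a group they did not pass the test against other genes (adjusted p = 0.51 with camera). B4GALT1, a galactosyltransferase of glycolipids and glycoproteins, rose by 0.86 (standard error 0.22, adjusted p = 0.017) at NE and fell by 1.29 (standard error 0.22, adjusted p = 0.00029) at DN. B4GALT1 lost its call at NE without hESC replicate 1 or 2, or NE replicate 3 (adjusted p from 0.061 to 0.069).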

Glycosphingolipids (GSLs) are a group of bioactive glycolipids that includes cerebrosides, globosides, and gangliosides and are involved in cell adhesion, modulation of growth factor/hormone receptors, antigen recognition, and protein trafficking. GSLs are more active in neural tissues compared to hESCs, and their dysfunction may lead to the accumulation of GSLs and lysosomal storage diseases (LSDs) [54]. NOTCH signaling in neural system development has multiple functions. Not only can NOTCH switch a neural cell fate decision [55], but NOTCH signaling also plays an important role in the maintenance of neural stem cells [56]. NOTCH molecules are also needed for cell fate determination in hESCs as they differentiate into the three germ layers [57]. In this study expressed transcripts in this pathway were delta-like ligands (DLL1, DLL3), jagged (JAG2) and the receptor, NOTCH1. Activation of NOTCH1 can activate the transcription of HES5 and determine neural fate.

### Regulatory network of NPs at the NE stage

We established an interaction network of modulated genes at the NE stage using the STRING database. The full regulatory interaction network was composed of 96 nodes that were up- or down regulated more than 1.5-fold in rosette cells compared with hESCs. The data are presented in Figure S3. We then constructed a subnetwork of 44 nodes of NE-enriched genes (Fig. 8). Our results highlight the role of the TGFß family in the proliferation of neural progenitors. Genes in the TGFß superfamily are major players in the differentiation and maintenance of NPs. ID1 is a key gene in the proliferation of NPs [58] and is under the control of LEFTY2, another helix-loop-helix transcription regulator. The genes ID3 and ID2 are also activated by LEFTY2 and are important for the survival, proliferation [59] and specification [60] of neural crest progenitor cells. It seems that the LEFTY 2 gene is involved in NP proliferation (Fig. 8). 

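LEFTY2, a secreted inhibitor of nodal signals, rose by 1.89 on the log2 scale (standard error 0.39, adjusted p = 0.0040) at NE, to 8.92 ± 0.14, and fell by 2.32 (standard error 0.39, adjusted p = 0.00022) at DN. ID2 and ID3, inhibitors of bHLH factors, rose by 0.62 and 0.78 at NE (adjusted p = 0.022 and 0.019), and ID1 had 0.88, which did not pass the test (adjusted p = 0.063). BMP4, a signal that induces ID genes, was at least 1.70-fold higher (adjusted p = 0.0082) at NI and at least 1.66-fold higher (adjusted p = 0.0024) at NE. Of the 8 measured genes that the paper names in this network, chosen on these samples, 6 were higher at NE (8 higher when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 0.00013 with camera, adjusted p = 0.14 with an estimated correlation). ID2 lost its call at NE without hESC replicate 1 or 2, or NE replicate 1 or 2 (adjusted p from 0.055 to 0.087). ID3 lost its call at NE without hESC replicate 1 or 2, or NE replicate 2 (adjusted p from 0.059 to 0.081). ID1 passed the test at NE without DN replicate 3 (adjusted p = 0.021). BMP4 lost its call at NI without hESC replicate 2 (adjusted p = 0.055). ID2 at NE and ID1 at NE each have another tested probe that differs in call or direction.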

MSX1 can activate BMP4, which works cooperatively with LEFTY2 to induce the transcription of ID2 and ID3. MSX1 is controlled by LMX1A and, in a positive feedback loop, can promote WNT1 expression. Reciprocally, WNT1 can positively activate LMX1A expression, leading to dopaminergic progenitor proliferation [61]. Temporal gene expression analysis of 55 cell cycle signaling molecules with significant modulation during differentiation revealed that CDK2, CDK4, CDK6 and molecules involved in the G2-S phase transition, including CDC2, CDC25C and MAD2L1, have higher expression levels in NEs compared to hESCs. 

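CDK6, a cyclin-dependent kinase of progenitors, rose by 1.12 on the log2 scale (standard error 0.32, adjusted p = 0.026) at NE. CDK2 and CDK4, its relatives of the G1/S transition, did not pass the test there, with 0.42 and 0.36 (adjusted p = 0.15 and 0.29). CDK1, the mitotic kinase the paper calls CDC2, was at 9.91 ± 0.30 in hESCs and 10.08 ± 0.32 at NE (log2 fold change 0.17, standard error 0.23, adjusted p = 0.66), and CDC25C and MAD2L1, which act at mitosis, had 0.07 and 0.26 at NE (adjusted p = 0.88 and 0.34). At DN all of these but CDK6 were lower than in hESCs, with CDK1 at -1.59 (adjusted p = 6.8e-05), CDC25C at -1.84 (adjusted p = 2.1e-05), MAD2L1 at -1.61 (adjusted p = 7.5e-06), CDK2 at -0.90 (adjusted p = 0.0013) and CDK4 at -0.78 (adjusted p = 0.011). Of the 7 measured cell cycle genes that the study chose on these samples, 1 was higher at NE (the same counts when adjusted over the list alone), and as a set they did not pass the test against other genes (adjusted p = 0.19 with camera). At DN, 5 of these 7 genes were lower (the same counts when adjusted over the list alone). The genes as a list ranked below other genes (adjusted p = 0.032 with camera, adjusted p = 0.44 with an estimated correlation). CDK6 lost its call at NE without NE replicate 1 or 2 (adjusted p from 0.073 to 0.087). CDK4 lost its call at DN without hESC replicate 1 or 2 (adjusted p from 0.052 to 0.057). The cell cycle list lost its call at DN without hESC replicate 1 (adjusted p = 0.064). MAD2L1 at NE has another tested probe that differs in call or direction.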

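TFDP1, the partner of E2F factors in S phase genes, was at 10.82 ± 0.49 in hESCs, 10.77 ± 0.11 at NI and 11.01 ± 0.15 at NE (log2 fold change 0.19, standard error 0.21, adjusted p = 0.58), and at 10.39 ± 0.04 at DN (log2 fold change -0.43, standard error 0.21, adjusted p = 0.11). TFDP1 passed the test at DN without hESC replicate 3 (adjusted p = 0.0026). Another tested TFDP1 probe stood at -0.03 at NE (adjusted p = 0.94) and fell by 0.77 at DN (adjusted p = 0.0018).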

TFDP1, another transcription factor that binds to EF1 and controls the transcription of EF1 target genes [62], is also upregulated in NEs (Figure S4).

**Figure 8:**
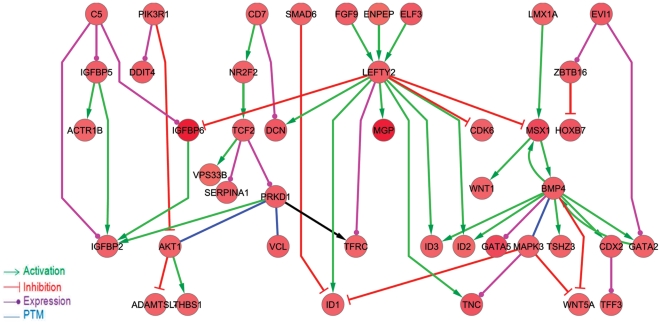
The gene regulatory network of 44 upregulated transcripts in neural rosette cells compared to hESCs. The STRING database was used to construct a regulatory network of differentially expressed transcripts. Then, a regulatory sub-graph was extracted from this network by selecting edges with inhibitory or activatory regulatory interactions. The visulation of networks was performed using Cytoscape. Green arrows indicate an activation mode, red arrows indicate an inhibitory mode, purple edges indicate an expression mode, and blue edges represent post-translational modification of source genes or target genes.

In summary, transcriptional profiling during differentiation of hESCs to neural cells reveals systematic changes in the expression levels of transcription factors that control fate decisions, paracrine factors that coordinate the differentiation process, cell metabolism, cytoskeleton and genes in neurotransmitter secretion pathways. Our results clarify the gene expression changes that occur during differentiation of neural cells. Future studies will uncover functional changes in different neuronal subtypes and glia.

## Supporting Information

Figure S1 The expression levels of approximately 6000 transcripts are depicted in pairwise plots and correlations among samples, calculated separately for each sample pair (A: hESC, B: NI, C: NE, D: DN). The distance of points from the regression line indicates the diversity of expression between two samples. The X and Y axes represent the fold changes of transcript levels. The number of genes up or downregulated by more than 2-fold in compared samples is shown on the other side of the matrix.
(TIF)

Figure S2 Western blot analysis of 25 ug of total protein extracts from Royan H6 cells. Equal amounts of protein from total cell lysates of human ESCs and neural differentiated cells were subjected to SDS-PAGE followed by western blotting and visualization with an ECL detection kit. Bands were visualized with hyperfilm ECL (GE Healthcare, USA) and scanned with a GS800 densitometer (Bio-Rad, USA). ESCs, neural rosette and differentiated neural samples (three replicates) were analyzed with antibodies against Nestin and tyrosine hydroxylase (TH) proteins. In panel B, western blot and qRT-PCR results for Nestin and TH were quantified to compare the mRNA and protein levels at the NE and DN stages.
(TIF)

Figure S3 A regulatory network of 96 nodes, modulated by a 1.5-fold or greater up or downregulation in rosette cells compared to hESCs. The downregulated nodes are shown in green, and the upregulated nodes are shown with red circles. Green arrows indicate an activation mode, red arrows indicate an inhibitory mode, purple edges indicate an expression mode, and blue edges represent post-translational modification of source genes or target genes.
(TIF)

Figure S4 Cyclin dependent kinase and other transcripts associated with cell cycle progression and control, according to BINGO results, were clustered with Expander. The resulting image shows that the genes involved in cell cycle control are differentially expressed in embryonic stem cells and the neural progenitor state. Some of the transcripts are overexpressed in differentiated neurons and inhibit transition from the G1 phase (e.g., CDKN1B, CDKN2D).

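CDKN1B, the inhibitor p27 that holds cells in G1, rose by 1.34 on the log2 scale (standard error 0.16, adjusted p = 1.5e-05) at DN, and CDKN2D, an inhibitor of CDK4 and CDK6 in neurons, rose by 3.80 (standard error 0.19, adjusted p = 5.1e-09), to 10.26 ± 0.10. CDKN1A, the inhibitor p21, rose by 2.25 (standard error 0.23, adjusted p = 3.6e-06) at DN, and CDKN1C, of the same family, rose by 1.55 (standard error 0.34, adjusted p = 0.0017). Of the 5 measured CDK inhibitor genes, 4 were higher at DN (the same counts when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 0.013 with camera, adjusted p = 0.11 with an estimated correlation).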

(TIF)

Table S1 List of primers used for Real-Time PCR analysis.
(DOC)

Table S2 Normalized microarray data of 5955 transcripts modulated during differentiation in at least one stage compared with hESCs
(XLSX)

Table S3 BiNGO analysis of differentially expressed transcripts in neural differentiation. Over represented biological processes across transcripts which differentially expressed calculated compared to all annotation from human database
(XLSX)

Table S4 Pathway analysis of differentially expressed transcripts. Up-regulated transcripts in cluster 1 compared to down regulated transcripts in cluster 2, searched for KEGG pathways that they were involved.
(XLSX)

# Supplementary material for: Comprehensive Gene Expression Analysis of Human Embryonic Stem Cells during Differentiation into Neural Cells
**Source:** PLoS One. 2011 Jul 28;6(7):e22856. doi: 10.1371/journal.pone.0022856
**Supplement:** Table S1 — List of primers used for Real-Time PCR analysis.

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| ACTB | 5' AGC ACA GAG CCT CGC CTT 3' | 5' CAC GAT GGA GGG GAA GAC 3' |
| OCT4 | 5'CTGGGTTGATCCTCGGACCT3' | 5'CACAGAACTCATACGGCGGG3' |
| NANOG | 5'AAAGAATCTTCACCTATGCC3' | 5'GAAGGAAGAGGAGAGACAGT3' |
| SOX2 | 5'GGG AAA TGG GAG GGG TGC AAA AGA GG 3' | 5'TTG CGT GAG TGT GGA TGG GAT TGG TG 3' |
| SOX1 | 5' CACAACTCGGAGATCAGCAA 3' | 5' GGTACTTGTAATCCGGGTGC 3' |
| OTX2 | 5' CTC TGA ACC TGT CCA CCC 3' | 5' AGC AAG TCC ATA CCC GAA 3' |
| FOXA2 | 5' ATGCACTCGGCTTCCAGTAT 3' | 5' TGTTGCTCACGGAGGAGTAG 3' |
| PAX6 | 5' CGGTTTCCTCCTTCACAT 3' | 5' ATCATAACTCCGCCCATT 3' |
| HOXB5 | 5' TATACCCGCTACCAGACC 3' | 5' GTTGTCCTTCTTCCACTTCAT 3' |
| HOXA5 | 5' GAGCCACAAATCAAGCAC 3' | 5' CGCCGAGTCCCTGAAT 3' |
| HOXA2 | 5' AGGAGGACGAGGAAGAGA 3' | 5' ACTGGGAAACTTTGGGAG 3' |
| TH | 5' CAC CCA GTA TAT CCG CCA 3' | 5' CTT CTC AAT TTC CTC ATC CGA 3' |
| NESTIN | 5' CTCCAGAAACTCAAGCACC 3' | 5' TCCTGATTCTCCTCTTCCA 3' |

Supplementary table 1. List of primers used for Real-Time PCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

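RNA from the hESC line Royan H6 and cells derived from it was measured on 12 Illumina HumanHT-12 v3 arrays, with 3 arrays each for hESCs, NI (day 2), NE (day 9) and DN (day 30). The arrays that the labels call MN were taken as DN, the name that the paper's text uses for the same stage.

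The intensity values, as deposited by the authors, are probe signals on a linear scale: total RNA was amplified to labelled cRNA, hybridized, scanned and read out per probe with GenomeStudio Gene Expression Module 1.0.6, and the submitters also name lumi without a version. The table given as the normalized one holds, in each of the 48796 probes on every array, the same signals as the table given as not normalized, so neither background subtraction nor quantile normalization shows in the values. The detection p-value of each probe on each array was, per the file headers and the authors' methods, computed in GenomeStudio against that array's negative control beads, and its steps correspond to 759 such beads.

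All steps were run here in R 4.3.3 with limma 3.58.1. Background was corrected with neqc, which estimates it from the detection p-values, with an offset of 16, and the log2 values were quantile normalized. A probe was tested if its detection p was under 0.01 in every array of at least 1 stage, which kept 16946 probes (34.7%). A linear model over all 12 arrays (lmFit, contrasts.fit, eBayes) gave each comparison between stages, with p-values adjusted by Benjamini-Hochberg over the tested probes. A probe was called at an adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper, which does not state whether its P was adjusted. Each of the 11336 tested genes is given by its tested probe with the highest mean, and another tested probe that differs in call or direction is named. Of the 48796 probes, 20691 have no gene symbol in the annotation used here, and 2458 of these were tested; they count among the probes but are not named.

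The 68 gene lists came from textbook knowledge, from the genes that the paper names and from the pathway membership that Table S4 prints in full. Each list was tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, on 1 probe per gene and with at least 3 tested members, and the p-values were adjusted over the lists in each comparison. Calls within a list were also adjusted over its members alone.

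Genes were named by a rule: every gene that the paper's text names for an array result, up to 3 called members with the largest rise and 3 with the largest fall of each textbook or pathway list used beside a claim, and the 8 largest rises and 8 largest falls among called genes whose arrays do not overlap in each comparison with hESCs. The values of Table S2 and Fig. 3B count as seen when this rule was written, and genes outside it were chosen after their values were seen. Some genes left out by the rule are not reported here.

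Between 15213 and 16913 probes per array had a detection p under 0.01. The 90th percentile of the signals lay 9.88 to 12.6 times over the level of the negative controls. In a simulated DN vs hESC comparison with 3 arrays per stage, the procedure called 9 of 50 probes changed 1.5-fold and 31 of 50 changed 2-fold. It called 48 of 50 changed 3-fold or 4-fold, with 7 false calls among 16674 probes. A 1.5-fold change lies on the fold threshold itself, so many such probes fall below it whatever the number of arrays. Far fewer probes were changed than the 7595 called at DN, which makes the adjusted p stricter in the simulation. These rates therefore hold for this setting only. They do not show how many real changes of under 2-fold were missed.

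Alternatives varied the background correction, the scaling between arrays, the filter, the thresholds, the test, the arrays in the fit, a block for the replicate number, array weights, the handling of several probes of a gene and the correlation between genes, and left out each array in turn. The authors' normalized values were not used, since the table holds the unnormalized signals, and slides could not be modelled, since the files name none. The alternative called the methods' t-test is an ordinary t-test per probe with pooled variance. It has neither limma's moderation nor the Illumina error model that the paper's methods name, so it is not the paper's own test. The real time PCR and protein data of the paper were not analysed here.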

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

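The tests of RNA from the NI stage, of a batch of arrays numbered 3, of a partly neural culture, of fibroblast-like cells, of the floor plate and of endoderm-like cells were chosen only after the results they weigh were seen.

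Epidermis genes ranked above other genes at NI against hESCs and below them at DN, as KRT19 did by itself, and the direct comparison of DN with NI gave a list median of -2.66 on the log2 scale. Of its 8 measured genes, 2 were called at NI, and with an estimated correlation between genes the list did not pass at NI (adjusted p = 0.17), at DN (0.086) or in DN vs NI (0.12). The list of genes that the paper names for NI, chosen by the study on the same samples, also ranked high at NI and low later, with a median of -2.65 between NE and NI and -3.12 between DN and NI; of its 9 genes, 2 were called at NI against hESCs, FGF3 and FBXO2. With the estimated correlation that list passed neither against hESCs (adjusted p = 0.17 at NI, 0.30 at NE and 0.24 at DN) nor between stages (0.067 in NE vs NI and 0.15 in DN vs NI). Single probes did so too. LEFTY2, S100A11 and AFP are among the genes of the 219 probes that were higher at NE than in hESCs, lower at DN, and lower at DN than at NE, and EPHB1 and SEMA5B among those of the 129 with the opposite course. In addition, 99 probes were higher at NI and lower at DN, 15 lower at NI and higher at DN, and 5 higher at NI and lower at NE, each with the difference between the later and the earlier stage called as well.

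Several textbook gene lists other than those of neurons also moved against hESCs. The endoderm list, with TTR and AFP, had a median log2 fold change of 2.07 at NI and 2.91 at NE, and the trophoblast list, with CDX2 and GATA3, 0.60 at NI and 1.30 at NE. At NI the epidermis list stood at 0.67. With an estimated correlation between genes the endoderm list passed at NE (adjusted p = 0.036) but not at NI (0.078), nor did the trophoblast list (0.58 at NI and 0.39 at NE) or the epidermis list (0.17 at NI). At DN the astroglia list, with NTRK2 and SPARCL1, reached 2.31 and a list of stress response genes 0.97, and with the estimated correlation their adjusted p were 0.11 and 0.13. The trophoblast list at NI was not called without hESC replicate 3 or NI replicate 3 (adjusted p from 0.13 to 0.14), against 0.021 with all arrays.

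In hESC replicate 3, forebrain genes such as LHX2 (3.41 above hESC replicates 1 and 2), SIX3 and SIX6 were raised, with a list median of 1.38, while HAND1 (-2.35), endoderm genes (median -1.19) and nodal targets (-1.03) were lower. SIX6 was detected on no other hESC array, so no exact difference is given for it. LHX2 and HAND1 were chosen after their values were seen. RNA or cells of the NI stage, mixed in or exchanged, are argued against by the retinoic acid response list, whose median there was 0.087 (standard error 0.14) against 1.68 at NI. The standard errors of medians given for this array are across the genes of a list, taken as independent, and do not measure differences between cultures. Other lists go the other way: in hESC replicate 3 the genes that the paper names for NI had a median of 0.88 and WNT ligands and receptors 0.58. The background correction or normalization is argued against too, since the SD of the differences between replicates 3 and 1 was at least 2.11 times that between 2 and 1 under 4 scalings, and so is a batch shared by all arrays numbered 3, since the deviations of hESC replicate 3 correlated at -0.117, -0.0933 and 0.104 with those of NI, NE and DN replicate 3. These values do not speak to a batch shared by hESC replicate 3 and DN replicate 3 alone. Both arrays lay side by side on the fourth principal component (-30.8 and -28.9) and had the lowest weights for array quality (0.267 and 0.311). Such a batch was not tested and stays open. A partly neural state of this culture may account for the forebrain genes and for the median of 0.53 of the neural progenitor list, but the pluripotency list, with a median of 0.027 (standard error 0.15), showed no loss beyond its error, while POU5F1 stood at -1.21, NANOG at 7.18 against 8.15 and 8.40 in hESC replicates 1 and 2, and the genes that the paper names for hESCs at a median of -0.55, so this stays open. Differences between hESC cultures of another kind were not tested.

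In DN replicate 3, genes of matrix and smooth muscle were higher than in DN replicates 1 and 2: COL3A1, ACTG2, TGFBI (2.69) and POSTN (2.63), chosen after their values were seen. The normalization used here is argued against as the cause, because the list's median stayed at 1.18 or more under 4 scalings. A larger share of fibroblast-like or smooth-muscle-like cells and a higher expression of these genes per cell both stay open: 15 of the 16 measured members of the fibroblast and matrix list lay above both other DN arrays, but this restates the pattern and does not separate them. The neuronal tubulin TUBB3, also chosen after its value was seen, stood at -0.98 and STMN2 at 0.16 in the same array. DN cells came from neural tube-like structures separated by hand from flat cells, and no further sort is described.

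Of 9 measured endoderm genes, 5 were called higher at NI and 8 at NE than in hESCs, and with an estimated correlation the list missed the test at NI (adjusted p = 0.078) and passed at NE (0.036). FOXA1 and FOXA2, which the floor plate of the neural tube also expresses, cannot account for this alone, since 6 of the 7 other members measured were called higher at NE, and neither can the background correction or normalization, since at least 8 members were called at NE under each of 4 scalings. Endoderm-like cells among the NI and NE cells stay open: AFP, APOA1, APOA2, TTR, ALB and FGB, which liver and yolk sac secrete, had a median log2 fold change of 2.32 at NE and levels from 6.39 to 11.3, and 5 of these 6 were called, but they belong to the list that showed the pattern. Induction of the same genes within neural cells by RA or other signals was not tested and stays open as well.

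With 3 arrays against 3, only 10 splits of the arrays exist, so no share under 0.05 can be reached for a comparison of 2 stages. In limma's test the real split called 382 probes at NI vs hESC and the highest other split 3, and 2849, 7595, 1804, 7043 and 7779 probes were called at NE vs hESC, DN vs hESC, NE vs NI, DN vs NE and DN vs NI, where no other split called any; in each case only the real split, 1 of 10, gave as many. For the gene lists, 4 of the 10 splits called at least the 10 lists of the real split at NI (highest other 23), 4 of 10 at least the 17 at NE (highest other 29) and 1 of 10 the 34 at DN (highest other 21). At NI and NE, other splits called more lists than the real one, so the number of list calls at the preset correlation does not set the real split apart there. With an estimated correlation, 2 lists were called at NI, 7 at NE and 1 at DN in the real split, and the other splits were not run with it. Whether structure among the arrays or correlation between the genes of a list gives the calls of other splits was not tested. Of 100 groupings of all 12 arrays, the real one included, 2 reached the 8637 probes changed in at least 1 stage. The other called 8746, more than the real one, and held the 3 DN arrays together as the reference. The share is under 0.05, the limit set before the data were examined. However, a wrong grouping that keeps the DN arrays together does as well, so this count cannot tell whether the other stages differ by chance.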

How the results depend on the processing

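The alternatives that average hESC replicates 1 and 2 and DN replicates 1 and 2, that leave out both hESC replicate 3 and DN replicate 3, and that compare only the NI and NE arrays with a block for the replicate number were chosen after seeing the data.

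Over all settings and 3 comparisons with hESCs, named genes gave the same direction and call in 31138 cases, gained a call in 464, lost one in 1283 and changed direction in 1. Of 378 named genes, 248 at NI, 198 at NE and 274 at DN were the same in every setting run, as were 51, 51 and 33 of the 68 gene lists. The 1 reversal was GAD1 at DN, which stood at -1.22 with the mean of all detected probes of a gene and at 0.76 with its brightest probe; the cause was not tested. Under no scaling was the median log2 fold change of all tested probes above 0.1 in size. Each scaling aligns the arrays, so this is largely set in advance and does not speak to robustness. The counts stayed within 1.5 times with no background correction, cyclic loess, median scaling, a replicate block and a trended robust fit.

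The count at NI vs hESC, 304 higher and 78 lower, depended most on the settings. With no filter, 46 were lower and the correlation between hESC and DN was 0.719 (0.708 otherwise); with a detection p under 0.05 in at least 1 array it was 0.733. At an unadjusted p, 841 were higher and 495 lower at NI and 1375 and 1445 at NE vs NI, and the hESC and DN correlation was 0.730. By the methods' t-test, 587 were higher and 300 lower at NI. Adjusted by Benjamini-Hochberg, that test left 3 higher and 1 lower at NI, 451 and 325 at NE, 78 and 104 at NE vs NI and 5536 in at least 1 stage, with correlations of 0.621 (hESC and DN), 0.615 (NI and DN) and 0.700 (NE and DN). With only the 2 stages compared in a fit, 38 were lower at NI and the hESC and DN correlation was 0.694. With array quality weights, which put least weight on hESC replicate 3, 1032 were higher and 779 lower at NI, and that correlation was 0.730. Without a fold threshold, the correlations were 0.743 (hESC and DN) and 0.731 (NI and DN). The causes were not tested beyond what each setting itself changes.

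A fold change of at least 2 calls fewer probes by construction: 50 lower at NI, 760 higher and 719 lower at NE, 2199 and 2295 at DN, 419 and 542 at NE vs NI, 2062 and 2004 at DN vs NE, 2323 and 2384 at DN vs NI, and 5196 in at least 1 stage. The stage correlations over these probes were 0.958 (hESC and NI), 0.554 (hESC and DN), 0.537 (NI and DN) and 0.622 (NE and DN), and over all tested probes 0.982, 0.856, 0.846 and 0.872. With an estimated correlation in camera, 2 lists were called at NI, 7 at NE and 1 at DN, in place of 10, 17 and 34.

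Leaving out 1 array in turn gave 182 to 524 probes higher and 29 to 339 lower at NI, 1074 to 1594 and 996 to 1625 at NE, 3412 to 3723 and 3696 to 4222 at DN, 506 to 1051 and 603 to 1089 at NE vs NI, 3081 to 3540 and 3215 to 3720 at DN vs NE, 3462 to 3935 and 3630 to 4066 at DN vs NI, and 7939 to 9071 in at least 1 stage. At NI, the counts were 191 and 31 without hESC replicate 1, 182 and 29 without hESC replicate 2, 524 and 339 without hESC replicate 3 and 190 and 38 without NI replicate 3, with 41 lower without NI replicate 1 and 45 without NI replicate 2. At NE vs NI, 568 were higher without NI replicate 2, and 506 were higher and 603 lower without NI replicate 3. The correlations ranged from 0.960 to 0.971 (hESC and NI), 0.692 to 0.712 (hESC and DN), 0.677 to 0.711 (NI and DN) and 0.729 to 0.764 (NE and DN), and the lists called from 9 to 13 at NI, 16 to 22 at NE and 31 to 34 at DN.

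With only the NI and NE arrays and a block for the replicate number, 1223 probes were higher and 1316 lower at NE vs NI, against 886 and 918. Among the other alternatives chosen after seeing the data, averaging the closest hESC and DN pairs gave 149 higher and 15 lower at NI, 904 lower at NE and correlations of 0.667 (hESC and DN), 0.652 (NI and DN) and 0.717 (NE and DN). Without both hESC replicate 3 and DN replicate 3, 693 were higher and 538 lower at NI, 1236 and 1257 at NE vs NI, and the correlations were 0.960 (hESC and NI) and 0.715 (hESC and DN).

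The authors' normalized values, planned as an alternative for the values and for the correlations, were not run, because that table holds the unnormalized signals; a block for the slide was not run, because the files name no slides; and leaving out copied arrays was not needed, because no array was a copy of another. Signal over background limits what is seen of dim genes: SOX1 was not detected on any array, and genes such as OTX2 at DN lie near the floor.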

Differences from the paper's values

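The comparisons of single genes and lists after the first 2 paragraphs were chosen only after the values were seen. Alternatives set before the data were examined are named where they reach the paper's value. The paper gives 1785 transcripts changed at NE against hESCs, at P<0.05 and a fold change of at least 1.5 without stating an adjustment, and 2849 probes were called here at an adjusted p under 0.05 and the same fold change. Within 1.5 times of the paper's number were no background correction, no filter, a fold change of at least 2, only the 2 stages compared, and leaving out hESC replicate 1 or 2, NI replicate 1, NE replicate 1, 2 or 3, or DN replicate 2. The other 15 were not: cyclic loess, median scaling only, detection p under 0.05 in at least 1 array, unadjusted p, no fold threshold, the methods' t-test with and without Benjamini-Hochberg, replicate block, array quality weights, trend and robust, and leaving out hESC replicate 3, NI replicate 2 or 3, or DN replicate 1 or 3. The excess is not particular to NE. The counts at DN (7595) and in at least 1 stage (8637) were also above the paper's, within 1.5 times, and the count at NI (382) was below it.

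In Fig. 3B, read by eye, the paper shows a log2 fold change of about 5.3 for HOXB5 at NE and about 6.8 at DN, where the values here were 6.56 and 7.93; about 2.3 for HOXA2 at DN, here 4.10; and about 4.6 for TH at DN, here 5.43. OTX2 at DN is shown at about -4.7, here -5.95. POU5F1 is shown at about -4.1 and NANOG at about -1.7; neither was detected on any DN array, so only bounds can be set against these, at least 36.6-fold and at least 5.63-fold lower, and the fitted values of -6.19 and -3.48 rest on signals not above background. The error taken here combines the SDs of the arrays of the 2 stages compared. It leaves out the error of reading the figure by eye, so the comparison is no test of agreement. For OTX2, 5 of 27 alternatives came within this error of the paper's value: no background correction, array quality weights, mean of all detected probes of a gene, and leaving out hESC replicate 3 or DN replicate 3. The other 22 did not, and for HOXB5, HOXA2 and TH none of the 27 alternatives did. None did for the fitted values of POU5F1 and NANOG either, with the same limit. All of these genes changed in the paper's direction, and FOXA2, PAX6, NES, ALPL and SOX2 lay within the error. Smaller values in the paper are not limited to these genes. Over the part of Table S2 compared here, the slope of its log ratios on those computed here was 0.617 at NE and 0.670 at DN. Whether this difference in scale accounts for the gaps was not tested.

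The paper names hESC and NI among the stage pairs with the lowest correlation; here that pair had the highest of the 6, 0.970. The 2 values that the paper prints there, 0.68 for NI and DN and 0.7 for hESC and DN, match the 2 lowest pairs here, 0.695 and 0.708. It states that all triplicates clustered together; here hESC replicate 3 correlated at 0.970 with NI replicate 1 and 0.959 with NI replicate 3, and at 0.964 and 0.966 with the other hESC arrays. On the second principal component it lay with them, at 35.2 beside 33.6 and 33.7, which goes with the clustering that the paper states. On the third, with 5.5% of the variance, it lay apart from them, at 22.3 against -33.8 and -31.8. These values are of the deposited array. In the part of Table S2 compared here, the paper's hESC replicate 3 column holds other values. That column correlated at 0.941 with the deposited hESC replicate 3 and at 0.979 with hESC replicate 2. The contrast with the paper's clustering is therefore not made on the same values.

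The paper names SIX6, FGF3, POU3F1, NPAS1, CYP26A1 and FGF8 for NI. Of the 9 genes it names there, each taken by its brightest probe, 2 were called higher here, FGF3 and FBXO2, and the others had positive values. Another CYP26A1 probe was called in limma's test, at 2.27 (adjusted p = 0.0062). CYP26A1 (1.49) was called at an unadjusted p, by the methods' t-test, with only the 2 stages compared, with array quality weights, with the mean of all detected probes and without hESC replicate 3 or NE replicate 1. SIX6 (1.57), POU3F1 (0.98), FGF8 (1.49), NPAS1 (0.72) and CYP2S1 (0.99) were called at an unadjusted p, with array quality weights and without hESC replicate 3, NPAS1 also by the methods' t-test and CYP2S1 with a replicate block, and CPZ (0.68) at an unadjusted p and with array quality weights. Without both hESC replicate 3 and DN replicate 3, a setting chosen after seeing the values, CYP26A1, SIX6, POU3F1, FGF8, NPAS1 and CYP2S1 were called too. In the part of Table S2 compared here, the paper's hESC replicate 3 values differ from the deposited ones. The calls missed here are therefore no test on the paper's own values.

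For NE, the paper lists progenitor and neural tube genes as higher; 8 of the 12 genes of this kind that it names were called higher here, among them MSX1, ALDH1A1, PCP4 and AMOT. Not called were LMX1A (0.99), ALDH1A2 (0.07), VANGL2 (0.20) and ZNF358 (0.87). LMX1A was called at an unadjusted p, with array quality weights and without DN replicate 3, and ZNF358 in these settings, by the methods' t-test, with only the 2 stages compared and with a replicate block; no setting called ALDH1A2 or VANGL2. Among the crest genes, taken with MEIS1 and MEIS2, which the paper names for neuralization, 6 of 7 were called and ERBB3 (0.61) in no setting. In the network around LEFTY2, 6 of 8 genes were called; ID1 (0.88) was called with median scaling, at an unadjusted p, by the methods' t-test, with only the 2 stages compared, with array quality weights, with a trended robust fit and without DN replicate 3. Leaving out both hESC replicate 3 and DN replicate 3, chosen after seeing the values, called LMX1A, ZNF358 and ID1, and also DLL3 and COL1A1 at NE and THBS2 at DN.

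Of the 7 NOTCH genes that the paper gives as higher at NE and later, HES5 alone was called at NE and all 7 at DN. DLL3 (0.96) was called at NE with median scaling, at an unadjusted p, with array quality weights, with a trended robust fit and without hESC replicate 3 or NI replicate 3, and DLL1 (0.43) with array quality weights; NOTCH1 (-0.45), DTX3 (-0.21) and JAG2 (0.29) in no setting, and DTX1 was not detected on any hESC or NE array. Of the 12 measured Toll-like receptor pathway genes given as higher at NE and DN, 4 were called at NE and 11 at DN; SPP1 (0.93) was called at DN with cyclic loess, at an unadjusted p and without hESC replicate 1 or 2 or NI replicate 3. Of the 7 cell cycle genes given as higher at NE, CDK6 was called; CDK2 (0.42), CDK4 (0.36), CDK1 (0.17), CDC25C (0.07), MAD2L1 (0.26) and TFDP1 (0.19) were called in no setting.

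The paper places COL1A1, COL6A3 and neuroplastin among genes higher in hESCs and NI than later; at NE, 4 of the 7 genes it names for this group were called lower, and COL1A1 (-0.70), COL6A3 (-0.78) and NPTN (-0.57) were not. The methods' t-test called both collagens, array quality weights and leaving out DN replicate 3 called COL1A1, only the 2 stages compared called COL6A3, and the mean of all detected probes called NPTN. The thrombospondins THBS2 and THBS4, stated as lower at NE and DN, were called at NE but not at DN (-0.27 and -0.28); THBS2 was called at DN with array quality weights and without hESC replicate 3, THBS4 in no setting. The stated rise of SEMA3E at DN (0.69) was called at an unadjusted p and without NE replicate 3, and the other 13 axon guidance genes were called. Neurotensin is named among the peptides of the neural culture; NTS stood at 0.46 at DN and was called in no setting, while TAC1 and SST were called. S6K1 is given as rising in neurogenesis, and RPS6KB1 stood at 0.22 at DN and was called in no setting.

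Several pathways that the paper describes as more or less active in neural cells did not pass camera's test at DN: mTOR (adjusted p = 0.17), the KEGG NOTCH list (0.66), nitrogen metabolism (0.94), prion disease (0.10), gangliosides (0.31), pentose phosphate (0.51), galactose (0.52) and fatty acid metabolism (0.15). No setting run called any of these lists at DN. Camera is not the paper's measure. The paper assigned changed genes to pathways with a hypergeometric test, while camera compares the members of a list with all other genes. The called members of these lists went more often the paper's way, except in nitrogen metabolism, where they were equal. These counts were not tested. The shorter list of NOTCH genes that the paper names did pass, with all 7 higher at DN (adjusted p = 0.0028, and 0.24 with an estimated correlation). The DNA replication, mismatch repair and homologous recombination lists, which the paper also names, ranked below other genes at DN with camera's preset correlation and missed the test with the estimated one (adjusted p = 0.24, 0.18 and 0.11).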

Other observations

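The comparisons with Table S2 and between same-numbered arrays were chosen only after the values were seen.

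CACNA1E, a voltage-gated calcium channel gene, rose by 2.30 on the log2 scale (standard error 0.22, adjusted p = 1.8e-06) at DN, and SCN3B, a sodium channel subunit, was at least 31.6-fold higher (adjusted p = 5.9e-09). Of the 9 measured voltage-gated calcium channel genes, 8 were higher at DN (the same counts when adjusted over the list alone), and as a set they ranked above other genes (adjusted p = 0.0034 with camera, adjusted p = 0.10 with an estimated correlation). At DN, 3 were higher among the 5 measured voltage-gated sodium channel genes (the same counts when adjusted over the list alone). Tested as a list, they ranked above other genes (adjusted p = 0.040 with camera, adjusted p = 0.18 with an estimated correlation). Among 17 measured stress response genes, 11 were higher at DN (the same counts when adjusted over the list alone). The set ranked above other genes (adjusted p = 0.0020 with camera, adjusted p = 0.13 with an estimated correlation). At DN, 7 were higher and 4 lower among the 29 measured KEGG SNARE genes (the same counts when adjusted over the list alone). Together they did not pass the test against other genes (adjusted p = 0.27 with camera). Of the 25 measured KEGG citrate cycle genes, 5 were higher and 3 lower at DN (the same counts when adjusted over the list alone), and as a set they did not pass the test against other genes (adjusted p = 0.87 with camera). The sodium channel list lost its call at DN without hESC replicate 3 or DN replicate 1 (adjusted p from 0.059 to 0.069), and with cyclic loess (adjusted p = 0.055).

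The metallothioneins MT1G, MT1H and MT1E, which bind zinc and copper, were lower at NI than in hESCs: MT1H fell by 1.76 on the log2 scale (standard error 0.37, adjusted p = 0.023) and MT1E fell by 1.57 on the log2 scale (standard error 0.27, adjusted p = 0.0060). ANGPTL4, a lipase inhibitor, fell by 1.63 on the log2 scale (standard error 0.27, adjusted p = 0.0045) at NI. SKAP2, ATP6V1B1 and FNDC5 were among the largest rises at NI, by 3.80, 3.97 and 3.07 (adjusted p = 3.6e-07, 7.6e-07 and 7.6e-07). MT1H lost its call at NI without hESC replicate 1 or 2, or NI replicate 1 or 2 (adjusted p from 0.075 to 0.099).

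The copy of Table S2 used here is cut after the first 1998 of its 5955 entries, and all values given for it refer to these. Its hESC replicate 3 column lay between the columns of replicates 1 and 2 in 90.2% of them, where the deposited hESC replicate 3 lay between the other two in 14.2%, and it correlated at 0.941 with the deposited hESC replicate 3 and at 0.979 with hESC replicate 2. The 3 hESC columns of that table correlated with each other at 0.993 to 0.998, and the deposited arrays, over the same probes, at 0.951 to 0.991. The table's NI columns 1, 2 and 3 correlated highest with the deposited NI replicates 2, 3 and 1 (0.984, 0.983 and 0.985), and its NE and DN columns with the arrays of the same number. Log ratios against hESCs correlated at 0.901 for NI, 0.921 for NE and 0.957 for DN with those computed here and had the same sign in 89.9%, 99.5% and 97.8% of the entries. The slope of the table's ratios on those computed here was 0.646, 0.617 and 0.670. Against values with no background correction, it was 0.778, 0.744 and 0.776.

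The deviations of NI and NE arrays from their stage means correlated between arrays of the same number, at 0.203, 0.309 and 0.178 for numbers 1, 2 and 3, and the values between NI and NE arrays of different numbers lay from -0.224 to 0.029. Neither the labels nor the paper say whether same-numbered arrays share a culture.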
